# Differential morphology and transcriptome profile between the *incompletely fused carpels* ovary and its wild-type in maize

**DOI:** 10.1038/srep32652

**Published:** 2016-09-02

**Authors:** Hongping Li, Yufeng Wu, Yali Zhao, Xiuli Hu, Jianfeng Chang, Qun Wang, Pengfei Dong, Moubiao Zhang, Chaohai Li

## Abstract

We have isolated a new mutation in maize, *incompletely fused carpels* (*ifc*), which results in an open stylar canal on the ovary and an incomplete pericarp at the top of the kernel. The maize ovary derives from the fusion of three carpels; however, the molecular networks regulating maize carpel fusion remain largely unclear. In this study, RNA sequencing (RNA-seq) was performed on wild-type (WT) and *ifc* ovaries that were collected after carpel fusion defects could be morphologically distinguished. In total, 877 differentially expressed genes were identified. Functional analysis revealed overexpression of genes related to “DNA binding”, “transcription regulation”, “hormones”, and “stress responses”. Among the 88 differentially expressed transcription factor (TF) genes, five showed a high degree of conservation (77.7–88.0% amino acid identity) of their conserved domains with genes associated with carpel fusion deficiency in *Arabidopsis thaliana*, suggesting that these five genes might control carpel fusion in maize. In addition, 30 genes encoding components of hormone synthesis and signaling pathways were differentially expressed between *ifc* and WT ovaries, indicating complex hormonal regulation during carpel fusion. These results help elucidate the underlying mechanisms that regulate carpel fusion, supporting the functional analysis of genes involved in producing this phenotype.

The plant ovary is derived from carpels, and its formation requires the coordinated growth and development of carpel marginal tissue, which is of critical importance for fruit shape, seed dispersal, and grain yield. The molecular regulation of carpel development relies on a complex regulatory pathway involving microRNA genes, transcription factors (TFs), and hormonal components^1^.

The carpel, which harbors and promotes the fertilization of ovules, is a unit structure of the gynoecium. The gynoecium is a structure formed from the fusion of one or more carpels that constitutes the inner whorl of the floral organ. In cereals, the gynoecium, which is composed of the ovule and ovary wall, develops into the kernel. In maize, the female inflorescence or the ear initiates florets composed of four types of floral organs: the palea, lodicule, stamen, and pistil. Each pistil develops into a single fruit, the kernel. At maturity, the maize ear is an aggregation of fruits, and each of the fruits is a child or a seed. The maternally derived ovary wall of the kernel undergoes morphological changes and develops into a mature pericarp, which completely encloses the seed^2^. In maize, the gynoecium is formed from three carpels by congenitally fusing their edges, with two indeterminate abaxial carpels fusing to form the silk, and the third elongating only enough to cover the ovule^2^,^3^. The stylar canal is formed at the point where the adaxial carpel and the two abaxial carpels meet^4^. The stylar canal represents the only route from outside of the ovary to the ovary cell walls^5^. Defects in the stylar canal result in aberrant ovary development and susceptibility of the kernel to pathogenic infections, which have serious consequences for seed vigor and grain yield^6^. Kernels with a closed stylar canal are used for selecting maize lines that exhibit increased resistance to diseases^5^.

Previous studies have revealed a complex functional hierarchy of genes involved in carpel development in the model plant *Arabidopsis* (*Arabidopsis thaliana*)^7^. Carpel identity is specified by at least two separate pathways: one is mediated by the class C gene *AGAMOUS* (*AG*)^8^, and class E or *SEPALLATA* genes, as described in the expanded ABC model^9^; the second is an AG-independent pathway involving *SPT* and *CRC* genes^10^, both of which are negatively regulated by class A genes^11^, such as *APETALA2* (*AP2*) and *LEUNIG* (*LUG*)^12^,^13^,^14^. In addition, the *Arabidopsis thaliana CUP-SHAPED COTYLEDON* (*AtCUC2*) gene, together with *AtCUC1*, is required for the specification of the carpel boundary primordium^15^. Overexpression of *AtCUC2* can prevent congenital carpel fusion^16^. Furthermore, microRNA164, which mediates the repression of *AtCUC1* and *AtCUC2*, is necessary for organ boundary formation^17^. The development of the valve or carpel margin lays the very early foundation for gynoecium development^1^. Previous studies focused on the determination of carpel organ identity and carpel margin differentiation, but the development and regulation of carpel fusion remains less clear.

In maize (*Zea mays* L.), much less is known than in *Arabidopsis* about the gene regulatory networks that regulate the differentiation and determine the congenital fusion of the carpels. This is because there are very few known mutations with a phenotype restricted to the carpel, although some aspects of carpel tissue development are conserved in *Arabidopsis*. For example, mutations in maize homologs of the *Arabidopsis* class C gene *AG* result in extra carpels that fail to fuse into functional silk in the *zag1* mutant, suggesting that at least some class C genes that function in carpel identity are conserved^18^,^19^. In maize, the homeobox gene *knotted1* (*kn1*) is also required for female floret development. Mutations in *kn1* result in extra carpels with proliferating ovule tissue^4^. These genes provide a framework for the molecular regulation of pistil development in maize and indicate the existence of distinct genes and regulatory programs restricted to carpel development. Thus, genes need to be identified and characterized more precisely to understand exactly how carpel tissue morphologies are specified in maize.

The concerted action of multiple hormones is required for the control of carpel development. In particular, genes involved in the auxin pathway play a key role in the regulation of carpel development and gynoecium patterning^20^,^21^, and there is increasing evidence of involvement of auxin biosynthesis and signaling in floral tissue development in *Arabidopsis*^22^. However, a specific description of auxin-related gene expression associated with carpel fusion is currently lacking. Moreover, other hormones, including gibberellin (GA)^23^, cytokinin (CK)^24^, and brassinosteroids (BRs)^25^, have been implicated in *Arabidopsis* carpel development, but detailed knowledge of their activity and related patterns of gene expression associated with maize carpel fusion are limited.

Despite recent advances in the regulation of flower development and ovary formation^1^, the mechanisms by which transcriptional regulators and hormonal activity interact to coordinate the growth and differentiation of carpel fusion remain poorly understood. Although previous studies analyzing carpel mutations have used forward genetic methods to screen genes, they have typically lacked mapping and quantification of the overall transcriptome to uncover biological pathways and regulatory networks^26^,^27^,^28^.

In this study, we conducted morphological and histological surveys to capture the progressive stages of carpel development. Moreover, we performed RNA-seq analysis to investigate transcriptional networks that are likely to regulate *ifc* ovary formation. The aims of this study were to understand carpel fusion in the maize ovary and to identify significant differences in the transcriptome between the *ifc* ovary and its wild-type (WT). Maize exhibits a similar floret morphology to a typical dicot flower, along with the conserved genetic mechanism underlying flower development, and is therefore suitable for use in studies investigating reproductive organ developmental^2^. Here, we report a preliminary atlas of the transcriptome characteristics of *ifc* and wild-type ovaries to begin to decipher carpel development and, ultimately, to provide fundamental insight into the underlying mechanisms that determine ovary formation, grain yield, and seed quality.

## Results

### Morphological and Histological Analysis of *ifc* Ovary Development

To understand the molecular regulation of carpel fusion during maize ovary development, we characterized the *ifc* phenotype of YU-A474 (an inbred line) in detail. This phenotype was discovered based on a mature kernel (Fig. 1A,D–F) with a gap on the top, which was close to the silk and back to the embryo (Fig. 1F). Careful examination of many ears showed that the *ifc* phenotype of the pistil arose before pollination (Fig. 1B,C,G–J), and the gap at the top of the *ifc* ovary was observed ahead of the extruding nucellus (Fig. 1H,J). It was also found that there was no significant difference in silk length between the *ifc* ovaries and their wild-type (Table S1). The ovaries of *ifc* pistils were normally enough to satisfy pollination and fertilization (Fig. 1F; Figure S1). There were no detectable abnormalities in other organs. The pistil, which is the inner whorl of the floret, begins as a ridge on the abaxial surface of the apical meristem. Continued overgrowth of ridge tissue initiates silk development and leads to the formation of the stylar canal (Fig. 2A).

Initially, some ears exhibited a few kernels with a gap at the top at maturity, and the phenotype was very weak. After additional generations of self-pollination, a strong phenotype was observed. However, a maximum of 80% of the kernels from the self-crossed *ifc* progenies displayed an incomplete pericarp, and the remaining kernels showed an intact pericarp, indicating partial penetrance of the *ifc* phenotype. To determine whether *ifc* is a dominant or recessive mutation, F_1_ ears from two reciprocal crosses of plants were investigated. We did not observe any F_1_ ears with the *ifc* phenotype (Table S2). In addition, 831 ears of BC_1_ plants and 790 ears of F_2_ plants showed 1.10:1 (χ^2^ = 2.02; χ^2^_0.05, 1_ = 3.84; χ^2 ^< χ^2^_0.05, 1_) and 2.67:1 (χ^2^ = 2.07; χ^2^_0.05, 1_ = 3.84; χ^2 ^< χ^2^_0.05, 1_) segregation, respectively (Table S2). This genetic analysis suggested that *ifc* is a recessive allele.

We examined the ears, which represent a range of developmental stages from 5 to 70 mm in length, via SEM. Early ear development preceded normally (Fig. 2B), and no defects were observed in the branch meristem, spikelet pair meristem, or spikelet meristem (data not shown). An aberrant phenotype first became apparent in the ears when they were approximately 60 mm long (Fig. 2C,D) at which time they were sufficiently well developed to exhibit some florets with incompletely fused carpels, distinguished by an open stylar canal, rather than the completely fused carpels observed in the WT (Fig. 2D,E). This phenotype was particularly prominent in the more advanced ears (>60 mm) (Fig. 2E–G), especially after pollination. The *ifc* ovary exhibited an incomplete kernel surface with a distinct transition from the pericarp to the seed coat (Fig. 2H), which was completely wrapped inside in the WT kernel (Fig. 2I). In the *ifc* maize kernel, the seed coat was exposed on the outside (Fig. 2J), without a covering. Additionally, the aleurone was neatly arranged in a one-celled layer in the *ifc* kernel (Fig. 2K).

Then, we performed histological examination of the kernels after pollination to examine the changes in the kernel surface structure. It was found that the seed coat gradually became a thin membrane between the aleurone and the pericarp and was reduced to a thin remnant in both the WT and *ifc* kernels (Fig. 2L–O). While the arrangement of the aleurone layer was not so neat in the *ifc* kernels as in the WT kernels, it was constrained only by the seed coat (Fig. 2N,O). Serial observations from pistil formation to the mature kernel further confirmed that there was no ovary wall/pericarp on the surface of the gap.

### Mapping and Analysis of Transcriptome Sequence Data

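RNA was sequenced from 3 libraries of ovaries with incompletely fused carpels (*ifc*) and 3 libraries of wild-type (WT) ovaries. Normal and *ifc* ovaries that stood next to each other were collected from the middle of the ears, and each set came from the same ear. The replicate number is taken to mark that set. The ears were of the inbred line Yu-A474, so WT and *ifc* name ovary phenotypes on the same plant rather than plants of different genotype. Ribosomal RNA was removed, strand-specific libraries were sequenced as paired ends, and trimmed reads were aligned to the maize genome (B73 RefGen_v3) with TopHat2. The authors kept the reads in exons and computed FPKM with Cufflinks and Cuffdiff, using their corrections for multi-mapped reads and sequence bias and quartile normalization. Their mapped reads, as given in the paper's Table S3, numbered 43389226 to 64208485 per WT library and 33580591 to 46539363 per *ifc* library. The deposited table gives each of 25368 rows 1 FPKM for *ifc* and 1 for WT, pooled over the libraries, with the authors' p-value and q-value. It holds no replicate values, so FPKM taken from it has no error. Its rows carry 24453 gene identifiers, of which 867 have more than 1 row. A row was called up- or down-regulated by the study's criteria, which are a fold change above 1.5, the authors' p under 0.05, and an FPKM above 2 in *ifc* or WT. Of all rows, 21093 had such an FPKM. Folds were computed from the pooled FPKM. Values per library come from the paper's Table S4, of which 1996 genes, all on chromosome 1, were at hand. A single row of GRMZM2G070931 held 55.6% of the summed FPKM of WT and was listed at 0 in *ifc*. Setting both phenotypes to the same total would move every log2 ratio by 1.13, so that falls smaller than this become rises. Directions are therefore given relative to the authors' own scaling.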

To compare the transcriptomes of *ifc* ovaries and WT ovaries, we conducted high-throughput RNA-seq using the Illumina HiSeq-2500 platform. Ovaries were collected when the *ifc* phenotype first became apparent (Fig. 1H). We selected this stage because early floral organogenesis could not be identified to deviate from normal development, and at later stages, the aberrant phenotype became particularly prominent and was farther away from the point of complete carpel fusion in the WT ovary (Figure S1). Three biological replicates for both phenotypes were collected for the production of RNA-seq libraries.

Sequencing resulted in an average of 52 million paired-end reads (125-bp read length) for each sample (Figure S2A; Table S3). We checked the quality of the generated reads and mapped them to the maize reference genome (ZmB73_RefGen_v3)^29^ (Table S3). Among the resulting mapped reads, an average of 81.4% of the reads mapped to a unique position in the genome (Fig. 3A), and 89.7% of the reads mapped to exonic sequences (Fig. 3B). Moreover, among the reads that mapped to splice events and splice junctions, 94.8% and 76.3%, respectively, were annotated (Figure S2B,C). The genomic distribution of the RNA-seq reads demonstrated that the majority of the detected genes were predicted in the maize annotation.

The exonic reads were then subjected to Cufflinks assembly^30^ and reported as fragments per kilobase of transcript per million mapped reads (FPKM)^31^. A gene was considered to be expressed in a given sample if the lower boundary of its FPKM 95% confidence interval (FPKM_conf_lo) was greater than zero^32^. Based on this criterion, we identified a total of 35,905 (90.6% of total) genes that were expressed in at least one of the six samples (Table S4). 

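Genes ranked by FPKM in nearly the same order in WT and *ifc* ovaries. Across the 1996 genes of Table S4 at hand, all on chromosome 1, Spearman's rho between libraries of the same phenotype ran from 0.957 to 0.975. Between a WT and an *ifc* library it ran from 0.953 to 0.980, and the highest value was that between WT-3 and ifc-3. These coefficients are across genes, which are not independent replicates. The libraries WT-2 and ifc-2 listed fewer genes at 0 (113 and 96) than the other 4 libraries (249 to 298).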

Pairwise Spearman correlation coefficient (SCC) analysis showed that the triplicate FPKM values from both the WT and *ifc* ovaries were highly correlated (r = 0.96 to 0.98; Figure S3), indicating high reproducibility of the RNA-seq experiments. The proportions of genes exhibiting high expression (FPKM ≥ 10), intermediate expression (2 ≤ FPKM < 10), and low expression (FPKM < 2) were relatively similar in the two phenotypes (Fig. 3C; Table S5). 

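High expression (FPKM of at least 10) was found for 12235 rows (48.2%) in *ifc* and 12296 rows (48.5%) in WT ovaries. Intermediate expression was found for 8478 rows (33.4%) in *ifc* and 8279 (32.6%) in WT, and low expression for 4655 (18.3%) and 4793 (18.9%). At least 100 FPKM, the range of histone H4, the expansin EXPB4 and the *FRUITFULL* match GRMZM2G130382 in *ifc* ovaries, was reached by 1127 rows in *ifc* and 1122 in WT. Of all rows, 23326 (92.0%) fell in the same class in both phenotypes, and Spearman's rho between the pooled values was 0.984 across rows. In the per-library counts of the paper's Table S5, the ranges of WT and *ifc* overlapped in each class. With both phenotypes set to the same total FPKM, at least 100 FPKM was reached by 2033 rows in *ifc* and 738 in WT, and 3042 rows in *ifc* were below 2. Without the row of GRMZM2G070931, which sets this scaling, these were 1094, 1147 and 4732 rows.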

There was little variation in the total number and distribution of the abundance of genes represented in the two phenotypes, similar to other transcriptomic studies on ear development mutant^33^. Taken together, our analysis of transcriptome sequence data indicates that we obtained sufficient coverage of the mRNA population to distinguish the functional complexity of gene networks associated with carpel fusion.

### The *ifc* and WT Ovaries Exhibit Distinct mRNA Populations

We employed Cuffdiff^30^ to identify differentially expressed genes, using the following criteria: fold change >1.5 between WT and *ifc*, *p* value < 0.05, and FPKM value > 2 in at least one of the samples (Table S6). This analysis identified a total of 877 differentially expressed genes between the two phenotypes (Table S7), representing 3.5% of the ovary expressed genes (25,369) identified in the two phenotypes. 

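In *ifc* ovaries, 591 rows were up-regulated and 285 were down-regulated by the study's criteria. These 876 rows are 3.45% of the rows of the deposited table, and 67.5% of them were higher in *ifc*. Most genes differed little, since 93.3% of the rows with an FPKM above 2 lay within 1.5-fold and 98.0% within 2-fold. Called genes were spread over all 10 chromosomes, from 3.09% of such rows on chromosome 6 to 4.83% on chromosome 7. With a q-value under 0.05 in the authors' deposited table as a further criterion, 267 rows were called (211 up and 56 down). With a fold change above 2, 287 were called (230 up and 57 down). With both phenotypes set to the same total FPKM, 98.6% of the calls were up-regulated in *ifc* (1169 up and 16 down). This comes from the row of GRMZM2G070931, since the same scaling without it gave 59.4% (525 up and 359 down).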

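Among the genes of chromosome 1 with values per library, 2 were higher in *ifc* after adjustment. GRMZM2G174708 encodes a polygalacturonase inhibitor, a wall protein that blocks pectin-degrading enzymes. Its FPKM was 0.478 ± 0.147 (SD, n = 3 libraries) in WT and 12.9 ± 6.05 (SD, n = 3) in *ifc*, a log2 difference of 3.16 (standard error 0.28, adjusted p = 0.00545 from limma). GRMZM5G845611, whose *Arabidopsis* match is a subunit of chloroplast glyceraldehyde-3-phosphate dehydrogenase (GAPB), had 5.53 ± 0.480 (SD, n = 3) in WT and 15.9 ± 3.20 (SD, n = 3) in *ifc*. This is a log2 difference of 1.36 (standard error 0.16, adjusted p = 0.0190 from limma), and the gene is named because it passed this test. It did not pass without replicate 1, replicate 2, WT-1, WT-2 or ifc-2 or without an FPKM minimum (adjusted p = 0.0712 to 0.647), nor did GRMZM2G174708 without replicate 2 or ifc-2 (adjusted p = 0.448 and 0.0800). In these settings the log2 difference was 1.19 to 1.43 for GRMZM5G845611 (standard errors 0.16 to 0.21) and 3.30 in both for GRMZM2G174708 (0.39 and 0.33), so the calls ended with fewer libraries or, without a minimum, more genes tested, rather than with a loss of the difference. The galactinol synthase GRMZM2G165919, which makes the precursor of raffinose sugars, had 0.782 ± 0.200 (SD, n = 3) and 3.90 ± 1.56 (SD, n = 3), and its adjusted p from limma was 0.243 (0.0327 with the replicate number as a block, and 0.0327 to 0.995 over all alternatives).
The test covered 1212 genes with a mean FPKM above 2 in WT or *ifc*. Without adjustment, 46 were higher and 47 lower at p under 0.05, and none was lower after adjustment. With the replicate number as a block, 8 genes passed after adjustment (7 higher and 1 lower) and 142 without it. Leaving out replicate 2 left no gene, and leaving out replicate 3 gave 7. Of 60 study-called genes tested, all 60 had the direction of the pooled values, 41 had p under 0.05 without adjustment and 2 after it (56 and 7 with the block). In 33 of these 60, the values of WT and *ifc* libraries did not overlap, against 13.0% of all tested genes. By chance it would be 10% if the libraries were independent, which pairing by ear would change. These 60 genes were picked by the study on the same libraries, so their direction is not independent evidence.

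**Figure D1:**
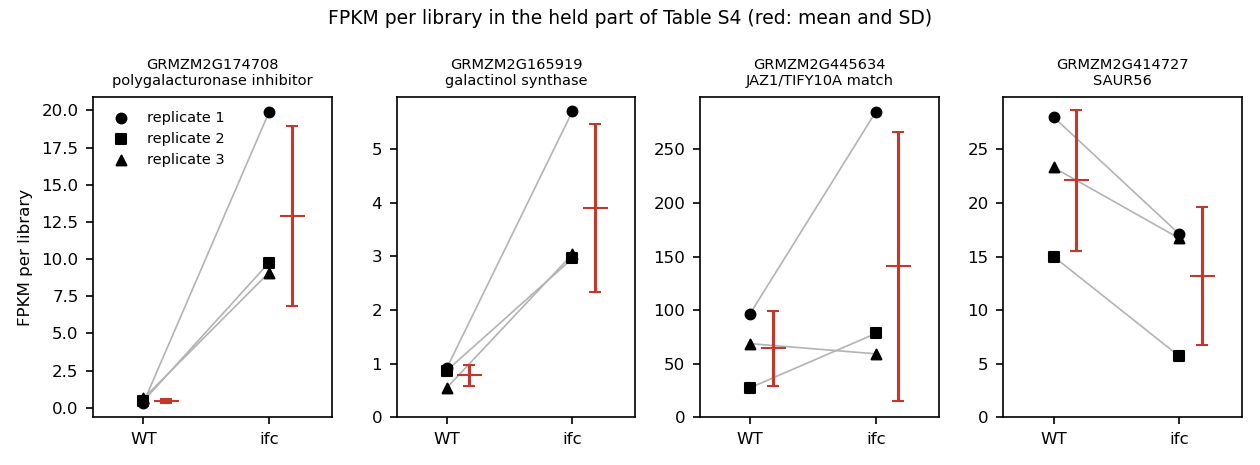
FPKM per library (vertical axes) of 4 genes in WT and *ifc* ovaries, with lines joining libraries of the same replicate number and the mean and SD in red. The polygalacturonase inhibitor gene is higher in all *ifc* libraries than in any WT library. WT and *ifc* values overlap for GRMZM2G445634 and GRMZM2G414727, which limma did not call with or without the replicate block. Within replicates, GRMZM2G414727 is lower in *ifc* each time, while the direction of GRMZM2G445634 differs.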

Because the WT and *ifc* mutant ovaries came from the same ear, this indicated that most of the detected genes displayed similar expression levels between WT and *ifc*. 

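Among the 10 largest rises in *ifc* ovaries were a sugar transporter gene, a wound-induced inhibitor gene and genes of fermentation and nitrogen assimilation. GRMZM2G368827, an MTN3 gene of the SWEET family of sugar transporters, had 178 FPKM in *ifc* and 10.3 in WT, which is 17.4-fold higher. The wound-induced proteinase inhibitor WIP1 (GRMZM2G011523) had 498 and 63.2 FPKM, 7.87-fold higher. A pyruvate decarboxylase (AC197705.4_FG001), which opens ethanol fermentation, was 31.1-fold higher (9.39 and 0.302 FPKM). A glutamine synthetase (GRMZM2G050514), which assimilates ammonium, was 6.92-fold higher (71.2 and 10.3 FPKM). An early nodulin 93 gene (GRMZM2G131421) was 7.56-fold higher (35.7 and 4.73 FPKM), and an extracellular ribonuclease (GRMZM2G158394) was 7.28-fold higher (21.6 and 2.97 FPKM). The pooled FPKM of the polygalacturonase inhibitor GRMZM2G174708 was 24.6-fold higher. Each of these 7 genes had a q-value of 0.00664 in the authors' deposited table. The other 3 were GRMZM2G147399, which shares the *Arabidopsis* match of GRMZM2G131421, the uncharacterized gene GRMZM2G161846, and SAUR33 (GRMZM2G400156), whose q-value there was 0.333.
The largest falls were mostly in genes that the table leaves uncharacterized. A metallothionein (GRMZM2G161154), a small protein that binds metal ions, had 12.9 FPKM in *ifc* and 70.4 in WT, 5.46-fold lower. GRMZM2G073731, an uncharacterized gene, was 4.30-fold lower (41.6 and 179 FPKM). Both had a q-value of 0.00664 in the authors' deposited table. A match of the DegP7 protease (GRMZM2G364373) was 4.94-fold lower (0.669 and 3.30 FPKM), with a q-value of 0.211 there.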

Compared with WT, 592 genes were up-regulated in *ifc* mutant ovaries, and 285 genes were down-regulated (Table S7). We detected a small fraction of transcripts derived from transposable elements (TEs) annotated in release 5b.60, with an average of 2,996 expressed TEs in both phenotypes (Table S8).

To confirm the differential expression identified by RNA-seq analysis, we used qRT-PCR to validate the expression levels of 39 transcripts and of which 37 (94.9%) showed expression level differences consistent with the transcriptomic data (Figs 4 and 5). Additionally, 24 genes with differential expression at a fold change of 2 or bigger than 1.5 were also confirmed by qRT-PCR among all the 39 selected genes (Fig. 5). 

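Of the 39 genes measured by qRT-PCR, 32 were higher and 7 lower in *ifc* by RNA-seq, and all 39 passed the study's criteria. For 34 of them (87.2%) the RNA-seq ratio had the same sign as the paper's qRT-PCR ratio in Table S14 (two-sided exact binomial test against equal odds, p = 2.43e-06). GRMZM2G007406, an ERF gene, had 7.63 FPKM in *ifc* and 1.54 in WT, and the paper's qRT-PCR log2 ratio is 4.76. The WRKY41 match GRMZM2G408462 had 14.7 and 3.95 FPKM, and the paper's log2 ratio is 3.36. The sign was opposite for 5 genes, each higher in *ifc* by RNA-seq and negative in the paper's Table S14. These were the ethylene-forming ACC oxidase GRMZM2G052422 (paper's log2 ratio -1.26), the ERF7 match GRMZM2G068967 (-1.44; 140 FPKM in *ifc* and 92.5 in WT) and the *SOC1* match GRMZM2G070034 (-1.06; 14.0 and 8.84 FPKM). The remaining opposite pair was the MYB gene GRMZM2G160840 (-0.89) and the auxin glucosyltransferase AC199541.4_FG001 (-0.16). The RNA-seq log2 ratios of these 5 genes (0.60 to 0.74) were the smallest of the 32 rises. This follows from the order of the genes, which was nearly the same in both sets of ratios. Their Spearman correlation, computed after the results were seen, was 0.9998, and 1 of 741 pairs of genes was ordered differently. In addition, 3 pairs of genes have reciprocal qRT-PCR ratios. The cause of the shared order was not tested, so the agreement in sign is not read as independent evidence. In Table S14, 37 of the 39 genes have p under 0.05, among them 4 of the 5 with opposite signs. The study chose these genes from its own calls and measured them in the same triplicate samples, so the share with the same direction is not that of a random gene. The binomial test takes the genes as independent trials, which they are not. GRMZM2G007406 and GRMZM2G408462 are named here because of their values.

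**Figure D2:**
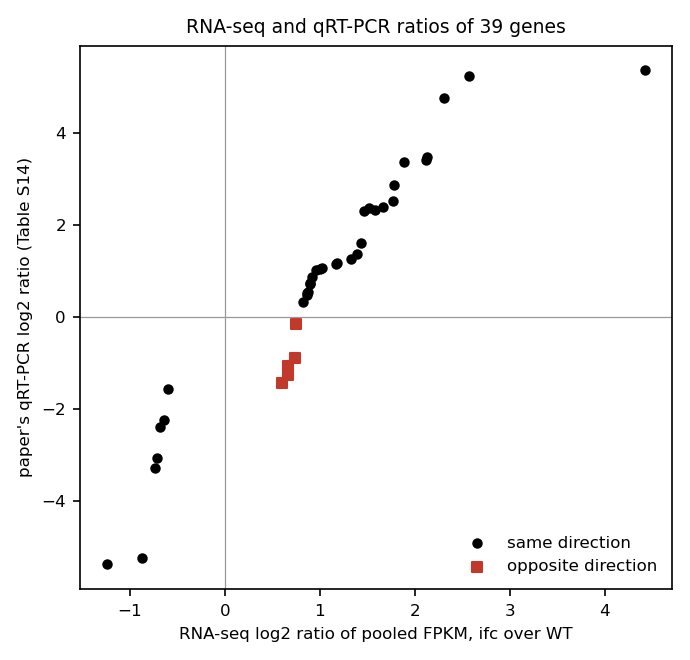
RNA-seq log2 ratio of the pooled FPKM (horizontal axis) and the paper's qRT-PCR log2 ratio (vertical axis), both *ifc* over WT, for 39 genes. The 34 black points have the same sign on both axes, and the 5 red squares lie at positive RNA-seq and negative qRT-PCR ratios. Both methods order the genes nearly alike (Spearman correlation 0.9998).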

The results showed that 22 genes had a significant difference based on one-tailed *t*-test analysis, which indicated that the differences in gene expression were well confirmed by qRT-PCR, as shown in Figs 4 and 5.

### Functions of Differentially Expressed Genes Between Wild-type and Carpel Fusion Deficient Ovaries

A Gene Ontology (GO) term enrichment analysis of the differentially expressed genes between WT and *ifc* mutant ovaries was performed. 

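Genes annotated to transcription and to oxidation and reduction were up-regulated in *ifc* ovaries more often than other annotated genes. Of 900 genes of the GO term regulation of transcription, 49 were up-regulated in *ifc* (adjusted p = 0.00314), and 40 of 722 of the oxidation-reduction process were (adjusted p = 0.00668). Monooxygenases (11 of 91, adjusted p = 0.00661) and iron-binding proteins (17 of 175, adjusted p = 0.00314), which share many cytochrome P450 enzymes, were also over-represented. Of 382 genes of the term transport, 13 were up-regulated and 5 down-regulated, with an adjusted p of 1 in both directions. The narrower term drug transmembrane transporter activity passed for up-regulated genes (5 of 26, adjusted p = 0.0384), alone among terms of transport. These p-values are from a one-sided Fisher's exact test for each of 889 terms with at least 10 genes, among 14073 annotated rows with an FPKM above 2, of which 411 were up-regulated and 148 down-regulated. In all, 20 terms passed for up-regulated genes (66 without adjustment) and 0 for down-regulated genes (21 without adjustment). The test on GO terms was added after the values had been seen.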

The represented biological processes corresponded to the regulation of transcription, transport, and metabolic processes (Fig. 6A; Figure S4; Table S9). 

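DNA replication genes were up-regulated in *ifc* ovaries more often than other genes, as were genes of arabinogalactan proteins. Of 65 DNA replication genes, 12 were up-regulated and 0 down-regulated, and 47 were higher in *ifc* (adjusted p = 3.26e-06 for the up-regulated genes, median log2 ratio 0.21). A shift in this direction was wider than this group, since 154 of 183 cytosolic ribosomal protein genes, listed as a sign of RNA quality, were higher too (median 0.17), with 1 up-regulated, and 46 of 71 epidermis and cuticle genes (median 0.094). The up-regulated DNA replication genes include the origin recognition subunit ORC6 (GRMZM5G825512, 9.03 FPKM in *ifc* and 4.15 in WT, 2.18-fold), the DNA polymerase epsilon subunit DPB2 (GRMZM2G154267, 2.66 and 1.41 FPKM), replication protein A subunit RPA2 (GRMZM2G445958, 30.8 and 16.4 FPKM) and the licensing factor CDT1 (GRMZM2G035665, 26.6 and 15.2 FPKM). Of 66 histone genes, 6 were up-regulated (adjusted p = 0.0388), all of them copies of histone H4, whose sequences are nearly identical, such as GRMZM2G084195 (518 and 192 FPKM). With members found by *Arabidopsis* symbol alone, 0 of 29 histones were up-regulated (adjusted p = 1). The 51 histone rows other than H4 had 30 higher in *ifc* and 0 called. All 15 H4 rows were higher, with a median log2 ratio of 0.72. Cyclins and mitotic kinases did not rise as a group. None of their 45 members was up-regulated, and the D-type cyclin CYCD3;2 (GRMZM2G107377, 11.5 and 18.5 FPKM) and the Aurora kinase AUR3 (GRMZM2G107645, 1.92 and 3.46 FPKM) were down-regulated.
Of 19 genes of arabinogalactan proteins, which are sugar-rich proteins of the wall and plasma membrane, 7 were up-regulated (adjusted p = 4.92e-06). The largest was the fasciclin-like FLA2 match GRMZM2G144610, with 93.2 FPKM in *ifc* and 19.4 in WT (4.81-fold). Among 35 enzymes that modify xyloglucan and pectin, 5 were up-regulated and 1 down-regulated (adjusted p = 0.0118 for the rises, and 0.331 with members found by *Arabidopsis* symbol alone), while 16 were higher and 19 lower. The up-regulated enzymes include xyloglucan endotransglucosylase XTH22 (GRMZM2G413006) at 15.1 and 4.88 FPKM and a pectinesterase (GRMZM2G008593) at 17.7 and 8.65. Of 29 expansins, which loosen walls, 2 were up-regulated, such as EXPB4 (GRMZM2G121308, 522 and 258 FPKM), and 2 down-regulated. Of 33 cellulose and hemicellulose synthases, 1 was up-regulated, while 29 were higher in *ifc* (adjusted p = 0.794).
The GO terms DNA binding (73 of 1155 genes up-regulated, adjusted p = 1.65e-07) and DNA replication (13 of 96, adjusted p = 0.00185) passed. Nucleus (68 of 1586, adjusted p = 0.0373) passed as well, and cell wall (19 of 304, adjusted p = 0.0659) did not. The unadjusted p of cell wall was 0.00156 from Fisher's exact test. It is within the paper's threshold for GO terms, which names no adjustment. List p-values are from a one-sided Fisher's exact test against all rows with an FPKM above 2, adjusted over 30 lists. The study's called genes had been seen when these and the other lists were set, so such p-values are not independent evidence. With the p-values of the authors' deposited table adjusted over all genes, 3 DNA replication genes, 1 histone and 5 arabinogalactan genes were up-regulated, against 6, 3 and 7 adjusted over the list alone. The xyloglucan and pectin enzymes gave 2 up-regulated and 4 adjusted over the list alone. Expansins gave 2 up and 1 down, and 2 up and 2 down adjusted over the list alone. The synthases gave 0 both ways, and the cyclins and kinases 0 up and 0 down, and 1 down adjusted over the list alone. DPB2 did not pass limma in the values per library (adjusted p = 0.640, and 0.214 with the replicate number as a block).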

Among the genes that were up-regulated in the *ifc* mutant ovary, the categories of DNA replication, nucleus, cell wall, and DNA binding were overrepresented, suggesting that cell division, elongation, and expansion were active in *ifc* ovaries (Fig. 6A; Figures S5 and 6; Table S9). 

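Genes of water deficit were up-regulated in *ifc* ovaries more often than other genes. Of 47 genes of water deficit and osmoprotection, 6 were up-regulated and 0 down-regulated, and 33 were higher in *ifc* (adjusted p = 0.0113 over 30 lists). Among those with an FPKM above 10, 2 of 29 were up-regulated (adjusted p = 0.402) and 19 higher, with a median log2 ratio of 0.09, against 0.18 for all 47. Genes of cytosolic ribosomal proteins had a like median (0.17, 154 of 183 higher) with 1 up-regulated, and epidermis and cuticle genes 0.094, so the median of the water deficit genes does not set them apart. Galactinol synthases GRMZM5G872256 (12.7 FPKM in *ifc* and 2.64 in WT, 4.79-fold) and GRMZM2G165919 (4.89-fold) supply raffinose sugars that protect dehydrating cells. The match of the desiccation-responsive gene RD29B (GRMZM2G376743) had 3.14 and 0.356 FPKM, and GRMZM5G858784, a match of the abscisic acid synthesis gene NCED5, had 2.53 and 1.12. Of 87 heat shock proteins and factors, 3 were up-regulated and 1 down-regulated (adjusted p = 0.698 for the rises), and 50 were higher in *ifc*. An HSP70 chaperone (GRMZM5G802801) was 2.76-fold higher (36.9 and 13.4 FPKM) and an HSP1 match (GRMZM2G469477) was 3.84-fold lower (0.823 and 3.16 FPKM). In GO terms, 13 of 116 genes of the response to water deprivation were up-regulated (adjusted p = 0.00428), and 7 of 125 of the response to stress (adjusted p = 0.779). With the p-values of the authors' deposited table adjusted over all genes, 5 water deficit genes were up-regulated, and 5 adjusted over the list alone. For heat shock genes it was 1, and 1 adjusted over the list alone. Both lists were set after the study's called genes had been seen.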

Genes associated with the stress response and water deprivation were also up-regulated in *ifc* mutant ovaries.

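Genes listed as carpel and floral organ regulators were lower in *ifc* ovaries as a group. The list, called carpel regulators below, also takes in TCP genes and matches of *SVP*, *SOC1* and *ATH1*. Like the list of abaxial and adaxial genes, it was set after the study's called genes had been seen. Of 101 such genes, 10 were down-regulated and 5 up-regulated, and 81 were lower in *ifc* (adjusted p = 3.38e-05 for the down-regulated genes). Of 28 genes that set the abaxial (outer) and adaxial (inner) faces of leaves and carpels, 5 were down-regulated and 0 up-regulated, and 27 were lower (adjusted p = 0.000497). Among those with an FPKM above 10, 2 of 18 were down-regulated (adjusted p = 0.294). All 18 were lower with a median log2 ratio of -0.31, against -0.33 for all 28, so the median stayed near that of the list while fewer members were called. Several of the down-regulated members have a low FPKM, and with the fold from FPKM + 1, chosen here after the results were seen, 2 of the 28 and 5 of the 101 were down-regulated (adjusted p = 0.237 and 0.0885). The 5 are also among the carpel regulators. They are the YABBY genes GRMZM2G167824 (1.31 FPKM in *ifc* and 2.37 in WT) and GRMZM2G529859 (16.2 and 24.6), the KANADI genes GRMZM2G056400 (5.00 and 8.01) and GRMZM2G175827 (3.09 and 4.77), and GRMZM2G437460 (8.12 and 12.8), a match of the auxin response factor ARF3/ETTIN, which patterns the gynoecium. Matches of *CRABS CLAW*, a YABBY gene of carpel growth and fusion, did not pass, with 119 and 164 FPKM for GRMZM2G088309 and 47.5 and 70.9 for GRMZM2G102218. They were chosen after their values were seen. Members of the wider list that rose were the *AINTEGUMENTA-LIKE5* match GRMZM2G174834 (2.01 and 0.461 FPKM), the *SVP* match GRMZM2G046885 (2.94 and 0.982), *teosinte branched1* (GRMZM2G060319, 2.98 and 1.37) and the *FRUITFULL* match GRMZM2G130382 (176 and 82.6). The *SOC1* match GRMZM2G070034 rose as well (14.0 and 8.84), though it was lower in the paper's qRT-PCR (log2 ratio -1.06).
With the p-values of the authors' deposited table adjusted over all genes, 0 carpel regulators were down-regulated and 2 up-regulated, against 2 down and 2 up adjusted over the list alone. For the abaxial and adaxial genes it was 0, and 0 adjusted over the list alone. Per library, WT-3 had 0.123 FPKM of GRMZM2G167824, below each *ifc* library. Among GO terms, metal ion transport had 6 of 76 genes down-regulated (adjusted p = 0.130). DNA binding had 24 of 1155 (adjusted p = 0.244) and regulation of transcription 17 of 900 (adjusted p = 1). None of these terms passed after adjustment. Their unadjusted p-values from Fisher's exact test were 0.000146, 0.000958 and 0.0136. Each is within the paper's threshold for GO terms, which names no adjustment.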

Genes that were down-regulated in *ifc* mutant ovaries showed enrichment in the functions of DNA biological processes that are primarily involved in DNA binding, regulation of transcription, and metal ion transport (Figure S4; Table S9). 

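GRMZM2G160730 is annotated as Glossy15, a maize gene that keeps leaf epidermis juvenile, and its *Arabidopsis* match is the floral organ identity gene *APETALA2*. It lies on chromosome 9 from 96744673 to 96748035. It had 1.21 FPKM in *ifc* and 2.22 in WT ovaries, 1.84-fold lower, with p = 0.0144 and q = 0.402 in the authors' deposited table. At this low level the call depends on the added constant, since the log2 ratio of FPKM + 1 was -0.54, within 1.5-fold. In the paper's qRT-PCR of the same samples the gene was lower in *ifc* too (log2 ratio -5.22), a ratio that is reciprocal to that of GRMZM2G116614 there.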

One down-regulated gene, GRMZM2G160730, which encodes a protein related to the specification of organ identity, was also included. The protein has two predicted AP2 domains, and it has been reported that genes within this character in AP2 family are involved in gynoecium development^26^,^34^.

We used MapMan^35^ to explore the differential biological pathways between the WT and *ifc* ovaries. Twenty-four biological pathways were partitioned between WT and *ifc* mutant ovaries (Fig. 6B). 

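Genes that make ethylene and jasmonate were up-regulated in *ifc* ovaries in a few members each, and neither list passed the test on counts. These lists come from *Arabidopsis* symbols and descriptions and not from MapMan categories, so they do not repeat the paper's test. Of 39 genes of ethylene synthesis and signalling, 3 were up-regulated and 0 down-regulated (adjusted p = 0.260 over 30 lists). All 3 make ethylene or its precursor. They are the ACC oxidases AC148152.3_FG005 (2.18 FPKM in *ifc* and 0.202 in WT) and GRMZM2G052422 (98.7 and 62.5), and the ACC synthase GRMZM2G164405 (2.38 and 1.41). Of 22 genes of jasmonate synthesis, 2 were up-regulated and 0 down-regulated (adjusted p = 0.314). These were the lipoxygenase GRMZM2G156861 (82.9 and 29.3 FPKM, 2.83-fold) and the allene oxide synthase GRMZM2G002178 (7.26 and 4.19 FPKM, 1.73-fold). With the p-values of the authors' deposited table adjusted over all genes, 0 ethylene genes were up-regulated, and 1 adjusted over the list alone. For jasmonate synthesis it was 1, and 2 adjusted over the list alone. The allene oxide synthase did not pass limma in the values per library (adjusted p = 0.489, and 0.116 with the replicate number as a block).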

Interestingly, genes involved in the hormone metabolism of ethylene, auxin, and jasmonate were overrepresented in *ifc* ovaries, whereas genes related to auxin signaling were overrepresented in WT ovaries (Fig. 6B,C; Table S10), which indicates that the complex hormone regulation network is altered between WT and *ifc* ovaries. Together, these data demonstrate that the major differences in the *ifc* mutant ovary are reflected in part by transcription regulation and hormone signaling networks.

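Of 30 gene lists, the median log2 ratio was above the range of random lists for 11 and below it for 3 in *ifc* against WT ovaries. The median is of the log2 ratio of FPKM + 1 in members with an FPKM above 2, and the range is the central 95% of 10000 random lists of the same size and expression. The range takes the members as independent genes and holds no variation between libraries. JAZ/TIFY repressors of jasmonate signalling had the highest median (0.54), followed by arabinogalactan proteins (0.27), DNA replication (0.21), histones (0.20) and water deficit genes (0.18). Jasmonate synthesis (0.11), cellulose and hemicellulose synthases (0.11), phenylpropanoid and lignin synthesis (0.10) and heat shock genes (0.05) were also above, though jasmonate synthesis (0.09) and heat shock genes (0.03) were inside the range without a minimum FPKM. The abaxial and adaxial fate genes (-0.33), the carpel regulators (-0.12) and the Aux/IAA repressors of auxin signalling (-0.12) were below. Of 38 phenylpropanoid and lignin genes, 4 were up-regulated (adjusted p = 0.0636), with CCoAOMT1 (GRMZM2G332522) at 11.1 FPKM in *ifc* and 6.11 in WT and a phenylalanine ammonia-lyase (GRMZM2G118345) at 4.44 and 2.70. With the p-values of the authors' deposited table adjusted over all genes it was 0, and 4 adjusted over the list alone. None of the 23 clock genes was called.
Lists of other cell types showed small shifts. Epidermis and cuticle genes were above the range (median 0.09), with 46 of 71 higher, 2 up-regulated and 2 down-regulated (adjusted p = 0.794 and 0.934). Their called members include the wax gene CER1 (GRMZM2G099097, 18.1 FPKM in *ifc* and 9.61 in WT) and the *PDF1* match GRMZM2G092968 (4.22 and 7.81). Medians were within the range for photosystem and Rubisco genes of green bracts (-0.02, 1 up and 1 down of 59), anther and pollen genes (0.01, 1 up of 23), xylem genes (-0.05, 1 up of 20), phloem genes (-0.09, 1 up of 19) and ovule genes (-0.11, 0 called of 6). Cytosolic ribosomal proteins were above the range (median 0.17), with 154 of 183 higher and 1 up-regulated. With the authors' deposited p-values adjusted over all genes, 1 epidermis, 1 anther and 1 phloem gene were up-regulated, against 2, 1 and 1 adjusted over the list alone, and no ribosomal, photosystem, xylem or ovule gene was in either way. From the over-represented GO and MapMan categories, the paper concludes that the main differences of the *ifc* ovary lie in part in the regulation of transcription and in hormone signaling.

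**Figure D3:**
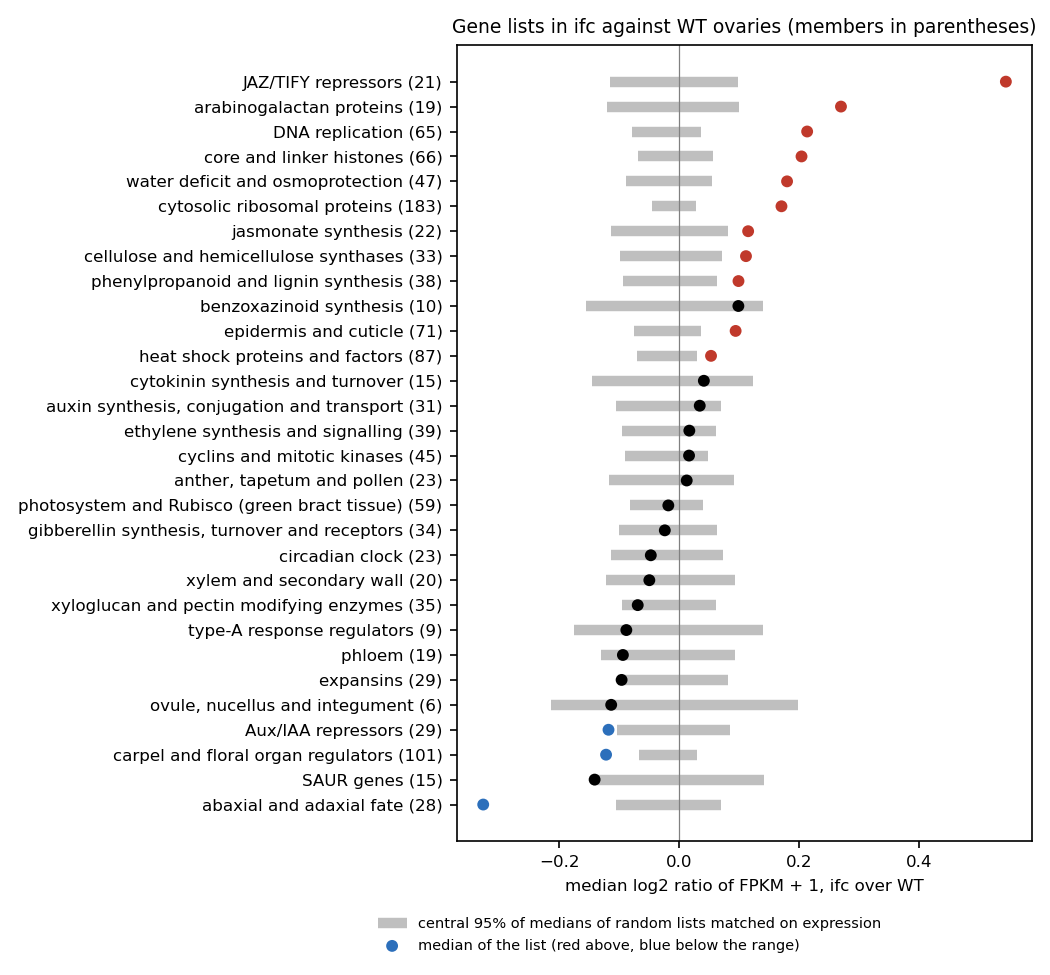
Median log2 ratio of FPKM + 1, *ifc* over WT (horizontal axis), of each gene list with its number of members in parentheses, over the central 95% of random lists (gray bars). JAZ/TIFY repressors lie farthest to the right and abaxial and adaxial fate genes farthest to the left, at 0.54 and -0.33.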

### Differential Expression of TFs between the WT and *ifc* Ovary

To investigate potential regulators involved in ovary wall formation, we focused our analysis on TF genes exhibiting differential expression between WT and *ifc* ovaries. Collectively, among the 1,341 expressed TFs detected in association with the two phenotypes, 88 were differentially expressed (with FPKM > 2 in at least one of the samples), which were classified into 27 TF families (Fig. 7A,B; Table S11) according to the Plant Transcription Factor database v3.0^36^. Overall, two-thirds of the TFs were up-regulated in the *ifc* mutant ovary (Fig. 7A; Table S11). 

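Of 1341 TF rows, 59 were up-regulated and 29 down-regulated in *ifc* ovaries, so that 67.0% of the 88 called TFs were higher. The largest rise was that of the ERF gene GRMZM2G007406 (4.94-fold), followed by the *AINTEGUMENTA-LIKE5* match GRMZM2G174834 (4.37-fold) and the bHLH gene GRMZM2G112629 (4.32-fold). The WRKY41 match GRMZM2G408462 was 3.71-fold higher. A match of ATHB7 (GRMZM2G034113), an HD-ZIP gene of the response to abscisic acid, was 2.00-fold higher (10.6 FPKM in *ifc* and 5.30 in WT). Rows that the table assigns to the E2F/DP family, with the purple acid phosphatase PAP3 as their *Arabidopsis* match, had the largest falls among the TFs. They were GRMZM2G404769 (3.37 and 8.92 FPKM, 2.65-fold lower) and GRMZM2G351232 (27.8 and 58.0 FPKM, 2.08-fold lower). These members were chosen after their values were seen. With a q-value under 0.05 in the authors' deposited table, 28 TFs were called (23 up and 5 down), and with a fold change above 2, 26 (24 up and 2 down). With both phenotypes set to the same total FPKM, 104 TFs were called and 100% of them were up-regulated. Without the row of GRMZM2G070931, which sets this scaling, it was 89 (52 up and 37 down).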

Statistical analysis according to the hypergeometric distribution showed that 10 TF families were significantly differentially expressed, among which the WRKY, HD-ZIP, bHLH, ERF, RAV, and NAC families were significantly up-regulated in the *ifc* ovary, while the G2-like family was significantly down-regulated (*p *< 0.05, hypergeometric test). While the C2H2, AP2, and MYB TF families were also significantly differentially expressed (*p *< 0.05, hypergeometric test) (Table S12). 

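NAC, HD-ZIP, ERF and WRKY families were over-represented among the genes up-regulated in *ifc* ovaries. In them, 8 of 41 NAC genes (adjusted p = 0.000689), 6 of 39 HD-ZIP (0.0120), 9 of 88 ERF (0.0120) and 6 of 44 WRKY genes (adjusted p = 0.0151) were up-regulated. The bHLH (7 of 77, exact p = 0.00579) and MYB families (5 of 57, exact p = 0.0215) did not pass after adjustment (0.0521 and 0.161). The only RAV row with an FPKM above 2 was up-regulated (exact p = 0.0280), and a family this small was not adjusted. Among down-regulated TFs, 5 of 24 G2-like genes were called (adjusted p = 0.000674), and 2 of these are KANADI genes. C2H2 genes (3 of 50 down-regulated, exact p = 0.0300, adjusted p = 0.338) did not pass. For calls in either direction, AP2 (2 of 9, exact p = 0.0511), C2H2 (exact p = 0.0556) and MYB (exact p = 0.0303) had adjusted p-values of 0.278, 0.278 and 0.195. The test was a one-sided hypergeometric (Fisher's exact) test against all rows with an FPKM above 2, adjusted over families of at least 5 such rows. With q-values under 0.05 in the authors' deposited table, the NAC and WRKY families passed for up-regulated genes and E2F/DP for down-regulated genes. With a fold change above 2, bHLH and E2F/DP passed. Against TF rows alone, a background chosen after the results were seen, NAC (adjusted p = 0.0477) and G2-like (0.0125) passed, and HD-ZIP (0.351), ERF (0.465) and WRKY (0.410) did not.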

Two members of the differentially expressed NAC family, GRMZM5G898290 and GRMZM2G009892, shared 81.75% and 80.16% identity, respectively, with the AtCUC2 protein of *Arabidopsis* in the conserved NAM domain at the amino acid sequence level. These results suggest putative functions of the two NAC genes in carpel development given that overexpression of *AtCUC2* prevents congenital carpel fusion in *Arabidopsis*^15^.

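Both NAC genes were higher in *ifc* ovaries. GRMZM5G898290, on chromosome 4 from 125797542 to 125799275, had 9.64 FPKM in *ifc* and 2.43 in WT, 3.96-fold higher, with p = 5e-05 and q = 0.00664 in the authors' deposited table. GRMZM2G009892, on chromosome 2 from 42514432 to 42516336, had 31.4 and 17.1 FPKM, 1.84-fold higher, with p = 0.0002 and q = 0.0213 in the authors' deposited table. The closest *Arabidopsis* matches in the table are NAC080 for GRMZM5G898290 and NAC100 for GRMZM2G009892. All 8 called NAC genes were up-regulated. Among the others, the NAC046 match GRMZM2G146380 was 3.21-fold higher (5.22 and 1.63 FPKM) and the ATAF2 match GRMZM2G336533 was 2.26-fold higher (11.3 and 5.02 FPKM), both named because of their values.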

Basic helix-loop-helix (bHLH) TFs have been associated with the regulation of diverse processes, including organ morphogenesis, anthocyanin production, trichome development, and light signaling through phytochromes^10^. In this study, eight members of the bHLH family of TFs were found to present differential expression, and seven members were up regulated in the *ifc* mutant ovary. One of these TFs, GRMZM2G094892, showed a predicted amino acid sequence similarity of 78.12% in the HLH superfamily DNA binding domain with the HECATE1 protein, a known regulator of carpel development in *Arabidopsis*^37^. 

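The bHLH gene GRMZM2G094892, which the paper relates to *HECATE1* by its HLH domain and whose *Arabidopsis* match in the table (AT3G21330) has no symbol there, had 2.84 FPKM in *ifc* and 1.14 in WT ovaries, 2.5-fold higher. It lies on chromosome 6 from 162059334 to 162061082, and its p was 0.0041 with q = 0.185 in the authors' deposited table. Of 77 bHLH rows with an FPKM above 2, 7 were up-regulated and 1 down-regulated. Larger rises were those of GRMZM2G112629 (5.37 and 1.24 FPKM, 4.32-fold), GRMZM2G119823 (8.83 and 2.56 FPKM, 3.44-fold), GRMZM2G042895 (22.9 and 7.99 FPKM, 2.87-fold) and GRMZM2G301089 (37.7 and 14.0 FPKM, 2.70-fold). GRMZM2G111146 was 1.54-fold lower (4.83 and 7.42 FPKM). The genes other than GRMZM2G094892 are named because of their values.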

The up-regulation of bHLH TFs in the *ifc* mutant ovary is consistent with their reported role in initiating gynoecium development in *Arabidopsis*^37^.

The TFs C2H2 and MYB were also differentially expressed between *ifc* mutant ovaries and WT ovaries, most of which are associated with floral organ-specific transcriptional regulation^38^,^39^. In this study, we identified GRMZM2G160840 as showing 77.66% amino acid sequence identity to the AtMYB21 protein in the conserved DNA binding domain, whose ectopic expression causes malformation of various flower tissues, including hooked and twisted carpels^38^. 

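GRMZM2G160840, on chromosome 3 from 127632799 to 127634389, had 7.44 FPKM in *ifc* and 4.48 in WT ovaries, 1.66-fold higher, with p = 0.0224 and q = 0.521 in the authors' deposited table. In the paper's qRT-PCR it was lower in *ifc* (log2 ratio -0.89, p = 0.02 there). Its closest *Arabidopsis* match in the table is MYB78. Of the MYB family, 5 genes were up-regulated and 1 was down-regulated. The MYB15 match GRMZM2G147346 was 2.04-fold higher (5.98 and 2.93 FPKM), and the MYB26 match GRMZM2G088783 was 1.55-fold lower (16.7 and 25.8 FPKM). MYB26 controls the wall thickening that opens anthers in *Arabidopsis*. GRMZM2G147346 and GRMZM2G088783 were chosen after their values were seen. GRMZM2G147346 did not pass limma in the values per library (adjusted p = 0.810, and 0.258 with the replicate number as a block).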

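GRMZM2G058868, on chromosome 4 from 609415 to 610872, had 3.73 FPKM in *ifc* and 5.99 in WT ovaries, 1.60-fold lower, with p = 0.0201 and q = 0.493 in the authors' deposited table. Its match in the table is the zinc finger gene ZFP10. Of the C2H2 family, 2 genes were up-regulated and 3 down-regulated. The ZAT10 match GRMZM2G035103, a stress-responsive repressor, was 1.82-fold higher (11.2 and 6.17 FPKM). The histone deacetylase match HD2A (GRMZM5G898314) was 1.56-fold lower (6.75 and 10.5 FPKM). GRMZM2G035103 and GRMZM5G898314 are named because of their values. The fall of GRMZM2G058868 is within 1.5-fold when computed from FPKM + 1. In the paper's qRT-PCR the gene was lower in *ifc* too (log2 ratio -2.38), a ratio that is reciprocal to that of GRMZM5G838098 there.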

One C2H2 family member, GRMZM2G058868, a homolog of *Arabidopsis* ZFP10, showed 88% similarity to the SUPERMAN protein in the single zinc finger domain.

These results suggest the transcriptional regulation of gene expression underlying the carpel wall fusion event. However, we note that these predicted TFs require further experimental validation, such as genetic regulation network analysis and more precise mapping and functional studies.

### Differentially Expressed Genes Participate in Hormone Responses and Biosynthesis

Our transcriptome analysis revealed several genes that participate in biosynthesis, signaling, and the response components of hormonal pathways. Auxin is a major controlling signal that synchronizes flower development and controls carpel marginal tissue formation during gynoecium morphogenesis^20^ in *Arabidopsis*. Genes involved in auxin biosynthesis and responses were represented in the list of differentially expressed genes. 

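SAUR genes, which act early in auxin-driven growth, moved both ways in *ifc* ovaries. SAUR56 (GRMZM2G414727) had 14.7 FPKM in *ifc* and 24.5 in WT, 1.66-fold lower, with p = 0.00115 and q = 0.0774 in the authors' deposited table. SAUR31 (GRMZM2G420812) had 3.92 and 9.09 FPKM, 2.32-fold lower (p = 0.00525 and q = 0.211 in the authors' deposited table). SAUR33 (GRMZM2G400156) had 6.26 and 0.292 FPKM, 21.5-fold higher, with p = 0.0107 and q = 0.333 in the authors' deposited table. The other 12 of 15 measured SAUR genes were not called, and 10 of the 15 were lower in *ifc* (adjusted p = 0.170 for the falls over 30 lists). Adjusted over all genes, the deposited table gave 0 SAUR genes in either direction, and 2 down-regulated adjusted over the list alone. In values per library, SAUR56 had 22.1 ± 6.58 (SD, n = 3) in WT and 13.2 ± 6.46 (SD, n = 3) in *ifc* (adjusted p = 0.681 from limma). SAUR56 was lower in *ifc* in each replicate, and with the replicate number as a block its adjusted p from limma was 0.110.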

Two members of the SAUR-auxin-responsive (SAUR) families were down-regulated, and one was up-regulated in the *ifc* mutant ovary (Fig. 8). 

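Of 29 Aux/IAA repressors of auxin signalling, 21 were lower in *ifc* ovaries, and 1 was down-regulated and 1 up-regulated (adjusted p = 1 for the falls and 0.794 for the rises, Fisher's exact test over 30 lists). The IAA8 match GRMZM2G163848, on chromosome 8 from 150095585 to 150100818, had 3.33 FPKM in *ifc* and 7.85 in WT, 2.36-fold lower, with p = 1e-04 and q = 0.0119 in the authors' deposited table. The IAA26 match GRMZM2G057067 was 1.71-fold higher (8.71 and 5.09 FPKM, p = 0.0019 and q = 0.108 in the authors' deposited table). The median log2 ratio of the list (-0.12) lay at percentile 1.11 of the random lists. It lay within their range without a minimum FPKM (-0.07), with a minimum of 10 (-0.12), or with members found by *Arabidopsis* symbol alone (-0.09). With the minimum of 10 the median itself did not shrink. With the authors' deposited p-values adjusted over all genes, 1 gene was down-regulated and 0 up-regulated, against 1 and 1 adjusted over the list alone.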

One Auxin (Aux)/Indole-3-Acetic Acid (IAA) family member, IAA8, whose homolog is involved in hormonal signaling pathways in *Arabidopsis*^21^, was also down-regulated. In contrast, four key genes involved in auxin biosynthesis were up-regulated. The expression levels of indole-3-glycerol phosphate lyase and indole-3-acetate beta-glucosyl transferase, which have been described in auxin conjugation^40^, were up-regulated (Fig. 8).

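Some genes of auxin metabolism and of benzoxazinoid synthesis, a maize defence pathway that starts from indole-3-glycerol phosphate, were up-regulated in *ifc* ovaries, while the medians of both lists were within the range of random lists. The indole-3-glycerol phosphate lyase GRMZM2G085381 had 7.47 FPKM in *ifc* and 3.29 in WT, 2.27-fold higher, and the indole-2-monooxygenase GRMZM2G085661 had 9.18 and 2.69 FPKM, 3.41-fold higher. Both had p = 5e-05 and q = 0.00664 in the authors' deposited table. They and the dioxygenase BX6 (GRMZM6G617209, 52.0 and 32.1 FPKM) were the 3 up-regulated members among 10 benzoxazinoid genes (adjusted p = 0.0113 over 30 lists, and 0.402 among those with an FPKM above 10). The study's called genes had been seen when this list and the auxin list below were set. Their p-values are therefore not independent evidence. The indole-3-acetate glucosyltransferase AC199541.4_FG001, which ties auxin to glucose, had 13.2 and 7.87 FPKM, 1.68-fold higher, with p = 0.00135 and q = 0.0867 in the authors' deposited table.
Of 31 genes of auxin synthesis, conjugation and transport, 5 were up-regulated and 1 down-regulated (adjusted p = 0.0113 for the rises, and 0.270 among those with an FPKM above 10), while 16 were higher and 15 lower. The rises include the IAA-amino acid hydrolases ILL6 (GRMZM2G476538, 7.64 and 1.99 FPKM, 3.84-fold) and ILR1 (GRMZM2G125552, 6.62 and 3.55 FPKM), which release auxin from conjugates, and the auxin-conjugating GH3.1 match GRMZM2G378106 (2.08 and 1.03 FPKM). The auxin influx carrier match LAX2 (GRMZM2G045057) was down-regulated (3.86 and 6.07 FPKM). GRMZM2G082943, an organ size gene of the ARGOS type, was 2.01-fold higher (6.36 and 3.16 FPKM). With the p-values of the authors' deposited table adjusted over all genes, 3 benzoxazinoid genes were up-regulated, and 3 adjusted over the list alone. For the auxin genes it was 1 up and 0 down, against 4 up and 1 down adjusted over the list alone. In values per library, AC199541.4_FG001 had 5.70 ± 1.29 (SD, n = 3) in WT and 10.2 ± 2.26 (SD, n = 3) in *ifc* (adjusted p = 0.386 from limma). With the replicate number as a block, its adjusted p from limma was 0.181.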

Additionally, Cytokinin-O-glucosyltransferase, an enzyme that catalyzes the formation of glucosides from CK, was down-regulated in the *ifc* mutant ovary. 

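Cytokinin-O-glucosyltransferase 1 (GRMZM2G042865), which stores cytokinin as a glucoside, had 11.6 FPKM in *ifc* and 4.96 in WT ovaries, 2.34-fold higher. It lies on chromosome 8 from 120963147 to 120965266, with p = 5e-05 and q = 0.00664 in the authors' deposited table. It was the only called member among 15 genes of cytokinin synthesis and turnover (adjusted p = 0.651 over 30 lists), whose median log2 ratio was 0.04. Adjusted over all genes it was also the only one in the deposited table, and 1 was called adjusted over the list alone.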

Another differentially expressed gene homolog to *Arabidopsis* response regulator 9 (ARR9), a member of the type-A ARR proteins, was down-regulated in the *ifc* mutant ovary (Fig. 8). 

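The ARR9 match GRMZM2G129954, on chromosome 10 from 1725411 to 1728063, had 7.16 FPKM in *ifc* and 11.9 in WT ovaries, 1.66-fold lower, with p = 0.0023 and q = 0.121 in the authors' deposited table. Of 9 measured type-A response regulators, which damp cytokinin signalling, it was the only one called, and 7 of the 9 were lower in *ifc* (adjusted p = 0.529 over 30 lists). Adjusted over all genes, 0 were down-regulated in the deposited table, and 1 adjusted over the list alone.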

Type-A ARRs exhibit short C-terminal domains and are rapidly transcriptionally up-regulated by CK treatment^41^.

Genes involved in gibberellin biosynthesis and responses and genes encoding JASMONATE Zim-domain (JAZ)/TIFY proteins were also present in the list of differentially expressed genes. JAZ proteins belong to the larger family of TIFY proteins^42^. Recently, JASMONATE ZIM-domain (JAZ) proteins have been identified as repressors of Jasmonic Acid (JA) signaling^43^. Expression of JAZ1/TIFY10A can be induced by JA, which is also an early auxin-responsive gene^44^. In this study, nine differentially expressed homologs of *Arabidopsis* JAZ/TIFY were found to be up-regulated. Additionally, two GID1L2 gibberellin receptor genes were up-regulated in the *ifc* mutant ovary, while one was down-regulated. 

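JAZ/TIFY genes, whose proteins repress jasmonate responses, were up-regulated in *ifc* ovaries more often than other genes. Of 21 measured members, 9 were up-regulated and 0 down-regulated, and 18 were higher in *ifc* (adjusted p = 6.54e-08 over 30 lists). Called JAZ1/TIFY10A matches were GRMZM2G116614 (30.4 FPKM in *ifc* and 5.12 in WT, 5.93-fold), GRMZM2G005954 (2.01 and 0.279 FPKM, 7.22-fold), GRMZM5G838098 (10.2 and 3.20 FPKM, 3.17-fold) and GRMZM2G445634 (163 and 83.5 FPKM, 1.95-fold). The JAZ2/TIFY10B matches were GRMZM2G036351 (2.76-fold), GRMZM2G173596 (2.41-fold) and GRMZM2G117513 (1.56-fold), and the JAZ11 and JAZ12 matches GRMZM2G145412 and GRMZM2G143402 were 1.58- and 1.74-fold higher. In the authors' deposited table, q was 0.0213 for GRMZM2G445634, 0.207 for GRMZM2G005954 and 0.605 for GRMZM2G173596. With its p-values adjusted over all genes, 5 members were up-regulated, and 7 adjusted over the list alone. In values per library, GRMZM2G445634 had 64.5 ± 34.8 (SD, n = 3) in WT and 141 ± 125 (SD, n = 3) in *ifc* (adjusted p = 0.846 from limma), and in replicate 3 the *ifc* library (59.3) was below the WT library (68.8). GRMZM5G838098 had 2.86 ± 1.81 (SD, n = 3) in WT and 9.54 ± 9.09 (SD, n = 3) in *ifc* (adjusted p = 0.677 from limma), with *ifc* above WT in each replicate. The library ifc-1 was the highest for both genes (285 and 20.0 FPKM). With the replicate number as a block, the adjusted p from limma was 0.266 for GRMZM2G445634 and 0.128 for GRMZM5G838098. Whether a single ear sets the rise of this list was not tested, and the test on counts takes its members as independent genes. The paper reports these homologs as up-regulated in the same libraries, and its called genes had been seen when the list was set. The p-value of the list is therefore not independent evidence.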

Gibberellin 20-oxidase and gibberellin 2-beta-dioxygenase, which are enzymes involved in the biosynthetic pathway for gibberellin, were also up-regulated (Fig. 8). Together, these results indicated the complicated roles played by hormones in the *ifc* mutant ovary, especially in the case of auxin and CK hormones, which may play an important role in aberrant carpel fusion in *ifc* ovaries.

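Gibberellin genes moved both ways in *ifc* ovaries. The gene described as gibberellin 20-oxidase 2 (GRMZM2G099467), whose *Arabidopsis* match is DMR6, had 5.47 FPKM in *ifc* and 2.08 in WT, 2.63-fold higher. The gibberellin 2-beta-dioxygenase GRMZM2G051619, of a family that inactivates gibberellin, had 4.77 and 1.45 FPKM, 3.30-fold higher. Both had q = 0.0119 in the authors' deposited table. The gibberellin 2-oxidase GRMZM2G078798 was 2.08-fold lower (1.41 and 2.93 FPKM, q = 0.353 there). Of the GID1L2 receptor genes, GRMZM2G301934 was 1.83-fold higher (36.7 and 20.1 FPKM, q = 0.0213) and GRMZM2G064193 1.50-fold higher (6.48 and 4.31 FPKM, q = 0.588), while GRMZM5G817777 was 1.64-fold lower (5.76 and 9.46 FPKM, q = 0.345), all from the authors' deposited table.
Of 34 genes of gibberellin synthesis, turnover and reception, 4 were up-regulated and 2 down-regulated (adjusted p = 0.0485 and 0.462 over 30 lists), and the median log2 ratio was -0.02. The rises did not pass without an FPKM minimum (adjusted p = 0.0585), with 1 row per gene (0.0513), with an FPKM above 10 (0.656), with the fold from FPKM + 1 (0.145) or by *Arabidopsis* symbol alone (0.759). Adjusted over all genes, the deposited table gave 3 up-regulated, and 3 adjusted over the list alone. In values per library, GRMZM2G099467 had 1.61 ± 0.101 (SD, n = 3) in WT and 4.71 ± 2.73 (SD, n = 3) in *ifc* (adjusted p = 0.386 from limma). With the replicate number as a block, its adjusted p from limma was 0.142. Of the 30 hormone genes drawn in Fig. 8, all passed the study's criteria, with 23 up-regulated and 7 down-regulated, and 13 had a q-value under 0.05 (12 up and 1 down). The study chose these 30 genes on these samples, so their directions are not independent evidence.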

## Discussion

### Incompletely Fused Carpels Affect the Integrity of the Maize Kernel Pericarp, Resulting in a Gap on the Top

According to botanical definition, the maize kernel is classified as a caryopsis, a complex tissue in which maternal and filial tissues follow distinct, but coordinated developmental programs. The pericarp consists of the transformed ovary wall covering the seed. Interestingly, the *ifc* mutant exhibited an incomplete kernel surface structure. Initially, we suggested either an incomplete ovary wall or overgrowth of nucellus tissue that outgrows the ovary wall as possible explanations for the *ifc* phenotype. To confirm which of these possible developmental changes gave rise to this mutant and to determine the emergence of the phenotype, we examined the development of the florets, pistils, and kernels through scanning electron microscopy (SEM) (Fig. 2B–K) and based on histology (Fig. 2L–O).

The *ifc* kernel had a gap on the surface with a distinct structure transition. The gap on the top of the mature kernel was located at the same position as the stylar canal, which is close to the silk and back to the embryo (Figs 1G,I and 2A). Through serial observations, we found that the gap on the top of the ovary was first observable before the extruding nucellus (Fig. 1H), and the protruding nucellus tissue in the *ifc* mutant ovaries may therefore not be due to overgrowth of the tissue, but rather, to being free from carpel wall constraints. These findings were consistent with the hypothesis that the formation of the gap in the *ifc* ovary wall is derived from the open stylar canal due to its incompletely fused carpels.

Histological examination (Fig. 2L–O) via vertical sectioning of the ovaries and kernels revealed that the exposed seed coat (Fig. 2M–O) in the *ifc* ovaries lacked pericarp wrapping. However, the structure of aleurone layer, a part of the endosperm, was not affected, and this one-celled layer could be clearly observed under the thin, suberized seed coat (Fig. 2O). The pericarp is derived from the carpel wall/ovary wall, and along with defects in growth and development, the *ifc* kernels lacked pericarp wrapping on the gap surface. Additionally, the position of the defect fit well within the stylar canal (Fig. 1A,D,F; Fig. S1). Therefore, these results were consistent with the observations from SEM analysis, indicating that the gap on the top of the *ifc* kernel may be an open stylar canal resulting from incompletely fused carpels. The stylar canal is an opening through the ovary wall (pericarp) and has been reported as location of infections because it allows fungal pathogens to enter unwounded kernels, with the severity of infection depending on the degree of opening of the canal^5^. In the *ifc* ovary, the length of the silk derived from the two abaxial carpels (Table S1) displayed no difference from the length of silk in the wild-type ovary. Both the length of the silk in the *ifc* ovary and the ability to undergo fertilization (assessed based on the development of *ifc* kernels on different days after pollination) were normal (Fig. S1). Nevertheless, the stylar canal was open in the *ifc* ovary, as shown in Fig. 2C, which showed the *ifc* ovary and its wild type on the same position in the same ear when carpel fusion defects could be morphologically distinguished. Compared with the normal ovary, the *ifc* ovary exhibited normal length of the silk derived from the fusion of abaxial carpels but presented an open stylar canal resulting from the fusion of the third carpel with the abaxial carpels. In contrast to the closed stylar canal of the wild-type ovary, it is clear that the open stylar canal of the *ifc* ovary is due to insufficient growth of the third carpel. This conclusion is consistent with previous findings that the aberrant development of the third carpel has no effect on the other two carpels^3^. For example, the third carpel gives rise to two ovules, but the other two carpels can normally develop into silk, which grows indeterminately to form the longest stigma of any species^3^.

Maize WT and *ifc* ovaries can be distinguished by their capacity to produce completely fused carpels^4^. Interestingly, kernels on the same ear displayed different pericarp integrities. In the WT kernel, the pericarp was intact with a closed stylar canal, while in the *ifc* ovary, there was a gap at the top of the kernel, resulting from incompletely fused carpels. One explanation for the difference between the WT and *ifc* mutant ovaries is differential gene expression. To better understand the molecular basis of this variation, we performed transcriptome analysis at a stage when the incompletely fused carpels were just beginning to be distinguishable.

### Analysis of Transcriptional Changes Outlining the Main Molecular Processes in the *ifc* Ovary

We performed deep transcriptomic surveys of the WT and *ifc* ovaries in maize using RNA-seq technology. The total number of expressed mRNAs was approximately 35,000, which is equivalent to the number of identified in a recent profiling analysis of maize kernel samples from 8–12 DAP^45^. These similar numbers suggest that our sequencing procedure was sufficient to thoroughly capture nearly all genes expressed in maize kernels.

A total of 877 differentially expressed genes were detected in the present study (Fig. 3C; Table S7), some of which might form a complex transcriptional regulatory network that plays an important part in the development of carpels, as suggested previously for *Arabidopsis*^15^,^46^. In the *ifc* mutant ovary, the exposed nucellus produced from the ovule primordium without constraint by the carpels has the potential to become a large mass of tissue and be extruded from the surrounding carpel wall (Fig. 1H,J). In the *ifc* ovary, a number of differentially expressed genes associated with cell wall biosynthesis were overrepresented. Cell divisions leading to nucellus meristems might provide a large number of new meristematic cells, which is a process that requires enhanced cell wall biosynthesis. Stress-related genes were also overrepresented among the differentially expressed genes. The major function of the endocarp, the innermost layer of the pericarp, is water transport^47^. The incompletely fused carpelsincompletely fused carpels created a defective ovary wall, suggesting that the normal circulation and supply of water via the ovary wall might be insufficient. This could lead to induction of stress-related genes in the *ifc* mutant ovary. Moreover, the functional category of transport was overrepresented among the differentially expressed genes. It is not surprising given that the pericarp of the *ifc* ovary is incomplete, and there is a gap at the top of the kernel. One of the functions of the pericarp is transportation of mineral nutrients and small molecules^47^, and an incomplete ovary wall might therefore affect the normal transport of mineral nutrients and small molecules in the *ifc* ovary. This suggests that the differentially expressed genes in this category are a result of changes in upstream gene expression, giving rise to the observed phenotypic variation.

### Transcription Factor Expression Analysis Indicates Potential Gene Regulation in the Carpel Fusion-Deficient Ovary

In *Arabidopsis*, at least 86 genes are involved in the processes of carpel margin meristem and carpel marginal tissue development, and at least 57 (65%) of these genes with corresponding mutant phenotypes in the gynoecium are TFs^1^. In maize, however, the functions of TF genes in controlling carpel marginal tissue development and carpel fusion remain largely elusive. Hence, our RNA-seq dataset might serve as a resource for developing and testing hypotheses regarding the regulatory networks that govern carpel fusion, for example, through the analysis of TFs with differential expression levels. The differential expression of TF genes suggests a role of some of these genes in specifying carpel margin fusion development. For instance, five members of the NAC, bHLH, C2H2, and MYB TF families were found to accumulate preferentially in the *ifc* ovary. Mutation of these TFs homologs in *Arabidopsis* resulted in carpel fusion defects^15^,^37^,^38^,^39^, implying that these five genes show a high probability of regulation associated with carpel fusion in maize. The genes encoding these TFs are excellent candidates for future functional genomics studies to dissect carpel fusion development in maize.

It is noteworthy that a maize homolog of AP2 was found to be down-regulated in the *ifc* ovary. *AP2*, a class A gene, plays a central role in establishing the floral meristem, specifying floral organ identity, and regulating floral homeotic gene expression in *Arabidopsis*^26^. In addition, in strong *ap2* mutants, carpel fusion is often defective^48^. In *Arabidopsis*, the specification of carpel identity is achieved through at least two separate pathways. Both pathways are negatively regulated by class A genes^49^. The *SPT* gene, a component of the AG-independent pathway^49^, has been shown to interact with three HECATE1 proteins in yeast two-hybrid experiments^37^. The transcription factor GRMZM2G094892, which is 78.12% identical with HECATE1 in the amino acid sequence of conserved domains, was up-regulated in the *ifc* ovary. Therefore, we propose that GRMZM2G094892 is one component of the AG-independent pathway and is negatively regulated by *AP2* in maize.

### Expression of Hormone-Related Genes in the Carpel Fusion-Deficient Ovary

Analysis of the expression of genes involved in the biosynthesis and signaling of different plant hormones provided evidence that these genes also play an important role in normal carpel marginal tissue development. Two auxin-responsive genes were differentially expressed (Fig. 7B). Mutations in genes involved in ARF TFs have been shown to lead to alterations in gynoecium development and patterning, including clear defects in marginal tissue^20^,^50^. All *JAZ/TIFY* genes, including six *JAZ1/TIFY10A* genes, were preferentially enriched in the *ifc* mutant ovary. The expression of *JAZ1/TIFY10A* is auxin-inducible and independent of the JA signaling pathway but is controlled by the ARF signaling pathway^44^. However, genes related to auxin biosynthesis were also up-regulated in the *ifc* mutant ovary, implying complex interactions between these genes during carpel fusion-deficient ovary development.

We also found evidence of the involvement of a different gene family associated with GA biosynthesis and signaling. Transcriptional repressors of GA signaling result in a moderate increase in style length and stigma width, which is related to cell elongation, but not to carpel marginal tissue development^23^. Our data regarding GA metabolism are consistent with previous reports showing induction of GA biosynthesis through increasing *GA20ox* transcription^51^. GA and auxin signaling are known to interact during fruit set and development, as observed in this study from the up-regulation of GA biosynthesis corresponding to auxin, and it is thought that auxin activity induces GA biosynthesis by increasing *GA20ox* transcription^51^. We suggest high possibility of relevance between up-regulation of *GA20ox* transcription and gene encoding auxin biosynthesis in the *ifc* ovary.

Finally, the gene encoding CK O-glucosyl transferase (the enzyme that inactivates CK) was up-regulated in the *ifc* mutant ovary. Experimental evidence indicates that the CK pathway is regulated by the TF SHOOT MERISTEMLESS^52^, and mutations of this TF lead to conspicuous defects in gynoecium morphology in *Arabidopsis*^53^. It has been demonstrated that a differentiated state requires high levels of GA and low levels of CK, and the hormonal balance appears to be controlled by the KNOX proteins^52^. The diverse expression profiles of genes related to the hormone response and biosynthesis identified in this study might constitute the basis for the diversification of hormone signaling pathways in carpel fusion development.

In summary, our analysis of RNA-seq data and morphological, and histological analyses offer a valuable resource for identifying candidate genes involved in carpel fusion. We found that the deficiency on the top of the kernel is caused by incomplete fusion of the carpels. We illustrated the key transcription regulators and hormonal interactions underpinning this development, adding insights into the biological and cellular processes. However, the nature of the key regulatory factors remains to be explored. In particular, future studies should aim to characterize TFs and hormonal regulation functionally for a deeper understanding of carpel fusion in maize by integrating genetic, biochemical, and cytological approaches.

## Materials and Methods

### Plant Materials and Growth

*Zea mays* L. (maize) inbred Yu-A474 plants were grown at a research farm at Henan Agricultural University, Henan Province, China (34°53′N, 113°35′E, 94 m altitude) under non-stressed conditions between June and October 2014. Yu-A474, an inbred line belonging to the Reid germplasm, is the female parent of the commercial hybrid YD603. It shares close relatives with zheng58, the female parent of another hybrid (ZD958) that is widely grown in China. Yu-A474 exhibits strong heterosis with Yu-B469, which is a descendants of Huangzaosi and has a normal kernel pericarp. The meteorological conditions in Henan province, including the average temperature and length of the light, are shown in Table S13. Before pollination, the ear shoots of Yu-A474 were covered before silking to prevent fertilization. The ovaries were collected when the carpel wall was first observed to deviate from normal development. Biological replicates were obtained from three different ear rows, and each set of ovaries was generated on the same ear and during the same time of the day. In all cases, the ovaries were selected on the middle of the ear where a normal ovary was adjacent to a captured *ifc* mutant ovary. The ovaries were isolated by removing the glumes, lemma, and palea and then pinching off the ovary at the base using a pair of forceps. The ovaries were then immediately frozen in liquid nitrogen and stored at −80 °C until RNA extraction. Three biological replicates of both phenotypes were used for RNA-seq. The triplicate samples were subsequently used for quantitative RT-PCR (qRT-PCR) analyses, with each assay containing three technical replicates.

### Measurement of Silk Length

A total of 30 selected ears, whose ear shoots were covered before silking to prevent fertilization, were harvested at silking from plants showing consistent growth. Each ear was divided into 3 parts: basal (the bottommost 3–10 circles of ovaries), middle (between the basal and apical parts), and apical (the topmost 3–10 circles of ovaries). Altogether, 10–15 silks from four sides in each part of the ear were measured. The one-tailed *t*-test was used to detect significant differences.

### Microscope Sections

For histological analysis, maize ovaries were collected at silking, when it was possible to observe the carpel wall deviating from normal development, after repeated observation and discrimination. Maize kernels were harvested after 2, 3, 4, 6, 8, 10, 12, 15, 18, 21, 24, 27, 30, and 35 days of pollination, representing a wide range of pericarp changes noted during visual observations. Briefly, after fixation in 5 mL of formaldehyde, 5 mL of acetic acid, and 90 mL of 50% ethanol (FAA) at 4 °C for 24 h, the samples were dehydrated through an increasing ethanol series (10–100%), infiltrated and embedded in paraffin (Sigma), then sliced into 8-μm-thick sections using a rotary microtome (Leica). The sections were subsequently stained with Safranin-Fast Green (Safranin O, Sigma). After staining, the sections were dehydrated through a reverse water/ethanol/xylene series. Permanent slides were mounted with synthetic resin (Entellan). Observations were carried out with a Nikon 80I optical microscope (Tokyo, Japan), and images of the maize ovaries and kernels were collected using a Nikon SSZ1500 dissecting microscope (Tokyo, Japan).

### Scanning Electron Microscopy

Young, primary ears and florets were dissected under a stereomicroscope. The organs in the outer whorls, including the lemma, palea, and lodicule, were removed by “cutting” them with forceps to view the innermost pistil. For observation of the aleurone layer in WT ovaries, the pericarp tissues were micro-dissected using a sharp blade and anatomical tweezers. The samples were fixed in 2% glutaraldehyde in 0.2 M sodium phosphate buffer (pH 7.2) at 4 °C for at least 24 h. The slides were then rinsed in 0.2 M sodium phosphate (pH 7.2) and dehydrated in a graded ethanol series at 4 °C. Finally, the slides were immersed in tertiary butyl alcohol and stored in a refrigerator at 4 °C. Thereafter, the samples were placed in the bell jar of a vacuum evaporator overnight and evacuated with a rotary pump at 4 °C. After sublimation of the frozen tertiary butyl alcohol in the vacuum, the samples were completely dried. Finally, the samples were mounted on SEM stubs with double-sided tape, sputter-coated with gold, and viewed in a Hitachi S-3400NIISEM using accelerating voltages of 5–10 kV.

### RNA extraction, cDNA Synthesis, and Amplification

Total RNA for RNA-seq and qRT-PCR analyses was extracted from maize ovaries using TRIzol reagent (Invitrogen), following the manufacturer’s instructions. Residual genomic DNA was removed by on-column DNase I treatment (Qiagen), and RNA was further purified by passaging through RNAeasy columns (Qiagen). For each of the six samples, ribosomal RNA (rRNA) was removed from the total RNA samples using Ribo-Zero™ Magnetic (Epicentre). cDNA synthesis and amplification of each replicate were performed according the manufacturer’s protocols (Illumina) with minor modifications. The integrity and quality of the RNA and amplified cDNA were checked using a Bioanalyzer 2100 (Agilent).

### Library Construction and Sequencing

For the construction and sequencing of RNA-seq libraries, approximately 10 μg of rRNA-depleted RNA was used to construct strand-specific cDNA libraries with a mean size 400 ± 50 bp, following a previously described procedure^54^ for deep sequencing according to the standard Illumina protocol. Paired-end sequencing (2 × 125 bp) was performed on the Illumina HiSeq-2500 platform. After the raw reads were generated, low-quality reads (reads containing sequencing adaptors; reads containing sequencing primers; nucleotides with a Q quality score lower than 20) were trimmed using the Trimmomatic program^55^. The quality of the raw reads was checked using the FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

### Data Mapping and Analysis

RNA-seq reads were mapped against the maize reference genome version 3 (B73 RefGen_v3)^29^ using TopHat2^56^. Intron length was set to 45–40,000 nucleotides, while the maximum number of mismatches per read was set to 3. To eliminate the effect of read mapping in intergenic and/or repeated genomic regions, the reads that were mapped to exonic regions were extracted using the intersect function of BEDTools v2.17.0^57^ and were provided as input to Cufflinks v2.1.1^31^ for normalization and estimation of gene expression levels.

Transcript assembly was performed using Cufflinks, and differentially expressed genes were identified with Cuffdiff using the multi-mapped read correction, fragment bias correction, and quartile normalization options^30^,^31^. To quantify the expression of genes and transcripts, gene expression levels were reported as FPKM values. The upper and lower boundary FPKM values (FPKM_conf_hi and FPKM_conf_lo, respectively) from Cufflinks for the 95% confidence interval of each gene were used. When the FPKM_conf_lo was greater than zero, a gene was defined as being expressed in a sample. The information related to maize genome annotation used in this study was obtained from Ensembl Plants (plants.ensembl.org, release 28).

The reproducibility of the data between the triplicate samples from WT and *ifc* ovaries was quantified through SCC analysis^32^. Log2-transformed FPKM values [log2 (FPKM + 1)] of the expressed genes were used as the input for the SCC analysis. According to the high correlation of gene expression profiles among the biological replicates, exonic reads were pooled to create a union for both sets of triplicates, and FPKMs were recalculated for the two pooled samples. The cutoff for differential gene expression was set at a fold change greater than 1.5 and a *P*-value < 0.05.

### Gene Annotation and Functional Enrichment Analysis

The locus information and functional annotations for maize genes were based on information from Ensemble Plants. TF family members were classified according to the Plant Transcription Factor Database v3.0^36^. The putative functions of the genes of interest were redefined and inspected manually using BLAST searches and database annotations. Gene Ontology (GO) annotations and enrichment analyses of the genes were performed using Blast2GO (Fisher’s exact test, *P *< 0.05) software (http://www.blast2go.com/). GO annotations for maize genes were obtained from Gramene (gramene.org, release 40). MapMan annotation was performed according to Thimm^35^. For each functional enrichment, only the protein-coding genes (i.e., transposable elements, microRNA genes, and pseudogenes were excluded) were subject to analysis, with modified MapMan bins as the functional categories. Fisher’s exact test (*P *< 0.05) was used to investigate the significance level of each category.

### Real-Time RT-PCR Analysis

To validate the RNA-seq results, real-time PCR was performed using SYBR Green (Applied Biosystems) and the 7900 HT Sequence Detection System (Applied Biosystems), followed by real-time PCR analysis. The absence of contaminant genomic DNA was confirmed in the reactions using RNase-free, DNase-treated RNA samples as a template. Reverse transcription and qRT-PCR were performed as previously described^58^. *EF1a* (gene ID: GRMZM2G153541) was found to show the lowest level of variation and was therefore used as an internal reference gene to normalize the amount of template cDNA. These values were then compared with FPKM estimates to determine whether our original samples for RNA-seq were reliable. Three biological replicates were conducted via quantitative RT-PCR. The primers used in these experiments are listed in Table S14. The one-tailed *t*-test was employed to compare the significance of the differences in the gene expression data obtained through RT-PCR.

## Additional Information

**Accession codes:** The raw data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus. The following link has been created to allow the review of record GSE76800 while its status is private: (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=gbufooyabjgbxex&acc=GSE76800).

**How to cite this article**: Li, H. *et al*. Differential morphology and transcriptome profile between the *incompletely fused carpels* ovary and its wild-type in maize. *Sci. Rep.* **6**, 32652; doi: 10.1038/srep32652 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S4

Supplementary Table S6

Supplementary Table S7

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S14

## Figures and Tables

**Figure 1:**
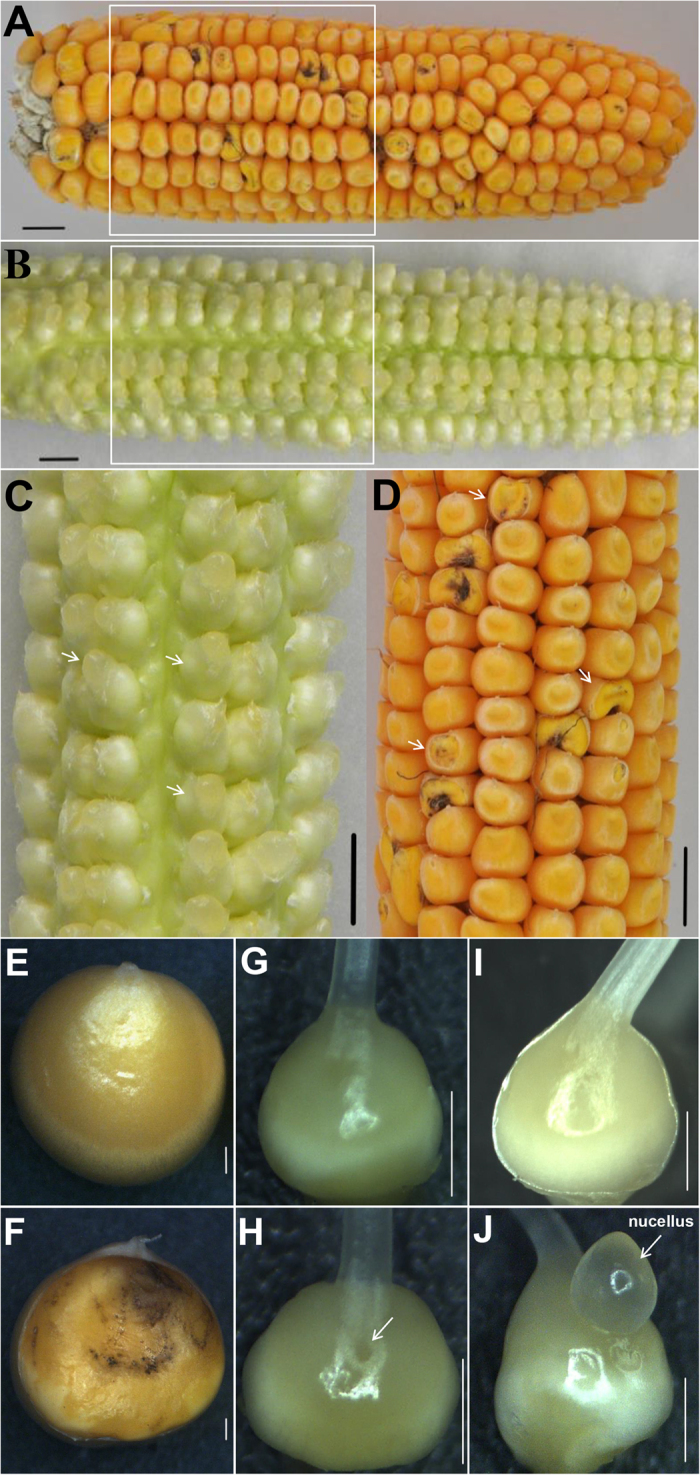
Phenotypes of the WT and *ifc* kernels showing an incomplete ovary wall. (**A,D**) Mature ear with WT and *ifc* kernels. (**B,C**) Ear at 2 days after silking; *ifc* ovaries were interspersed among WT ovaries, and are indicated by arrows in (**C,D). (E**) Mature WT kernels with an intact pericarp. (**F**) Mature *ifc* kernels without a pericarp wrapping at the top. (**G** to **J**) Structure of the WT and *ifc* pistils. (**H)** A *ifc* pistil with a small carpel rupture (indicated with an arrow) that is just becoming observable. (**J**) A *ifc* pistil at silking with a protruding nucellus (indicated by the arrow). (**G,I**) WT pistils in the same period as those in H and J, respectively. Bars = 1 cm (**A** to **D**) and 1 mm (**E** to **J**). WT, wild-type; *ifc*, *incompletely fused carpels*.

**Figure 2:**
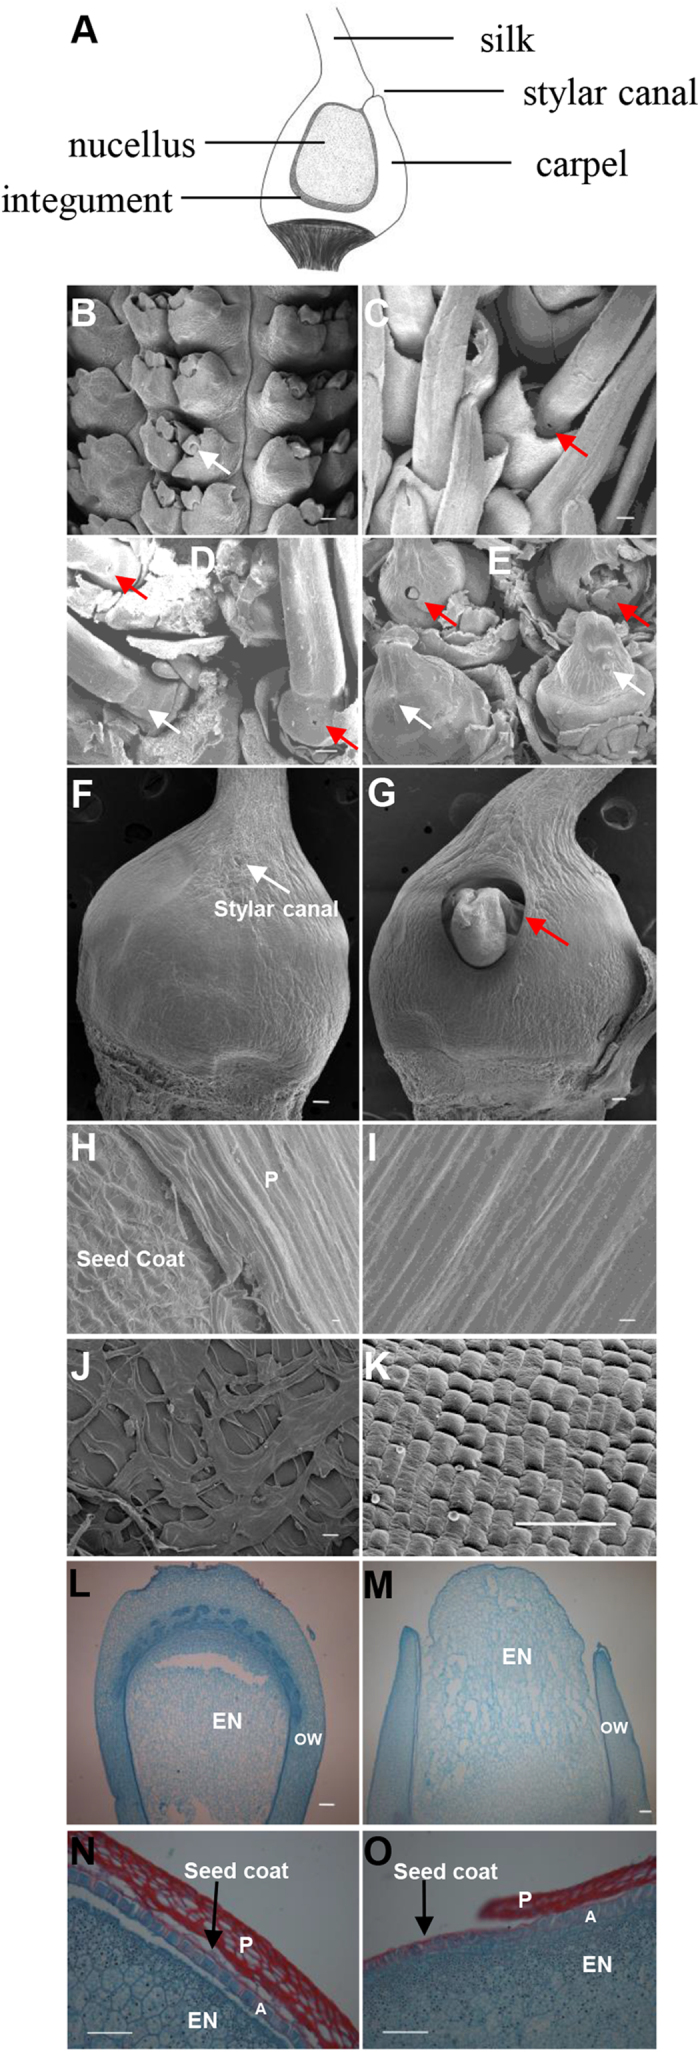
SEM and histological micrographs depicting the development of WT and *ifc* ovaries and kernels. (**A**) Diagram of a cross-section through a developing maize ovary. (**B**,**C**) Two stages of ear development. (**B**), A 1 cm-long portion of an ear. (**C**) A 4 cm-long portion of an ear. (**D**,**E**) Anatomical structure of the pistils with the glumes removed in 4 cm- and 6 cm-long ears, respectively. (**F,G**) Close-up views of WT and *ifc* ovaries in 8 cm-long ears, respectively. (**H** to **K**), Histological features of the maize kernel surface in WT (**I**,**K**) and *ifc* (**H**,**J**). (**H**) Surface of an *ifc* kernel showing the transition from the pericarp to the seed coat. (**I**) Surface of a WT kernel. (**J**) Close-up view of the seed coat in (**H**) without pericarp packaging. (**K**) The surface of the aleurone layer with the cells arranged neatly in the WT kernel in DAP 15. The outer pericarp was removed. (**L** to **O**) Longitudinal section through WT (**L**,**N**) and *ifc* (**M**,**O**) ovaries at DAP 3 (**L**,**M**) and DAP 30 (**N**,**O**), showing an incomplete pericarp (P) and an exposed seed coat outside the aleurone layer (A) in *ifc* mutants, versus an intact pericarp and seed coat wrapping in WT. The normal stylar canal is indicated by white arrows in (**D–F**) and the unfused stylar canal is indicated by red arrows in (**D**,**E**,**G**). DAP, days after pollination; WT, wild-type; *ifc*, *incompletely fused carpels*; OW, ovary wall; EN, endosperm; P, pericarp; A, aleurone layer; Si, silk. Bars = 1 mm (**B** to **G**,**H**,**L**,**M**) and 100 μm (**I** to **K**,**N**,**O**).

**Figure 3:**
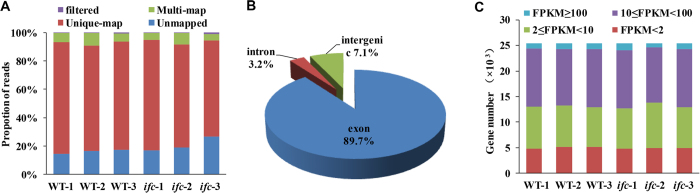
Analysis of sequenced RNAs from WT and *ifc* ovaries when the incompletely fused carpels were just becoming observable. (**A**) Statistics for the raw reads after being filtered and aligned to the B73 v3 reference genome. (**B**) Distribution of the reads among maize reference genomic features. (**C**) Number of genes showing different expression levels (based on FPKM) in each sample. WT, wild-type; *ifc*, *incompletely fused carpels.* Biological replicates are indicated as −1, −2, and −3.

**Figure 4:**
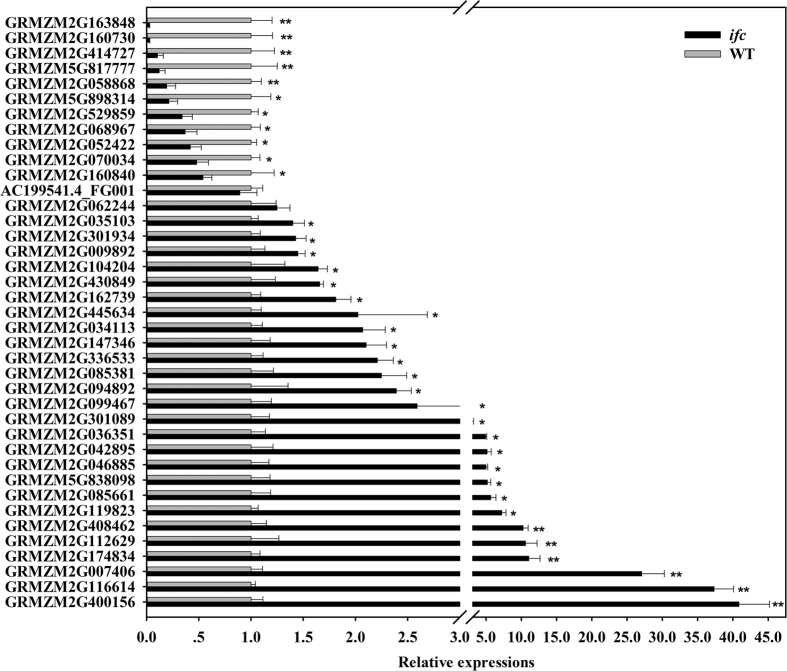
Quantitative RT-PCR results for all 39 validated genes. For information on the primers used to evaluate these genes through qRT-PCR, see Figure S12. “//” indicates 3–3.1. Error bars represent the standard error (SD). Values are means ± SD. WT, wild-type; *ifc*, *incompletely fused carpels*. *P value < 0.05; **P value < 0.01.

**Figure 5:**
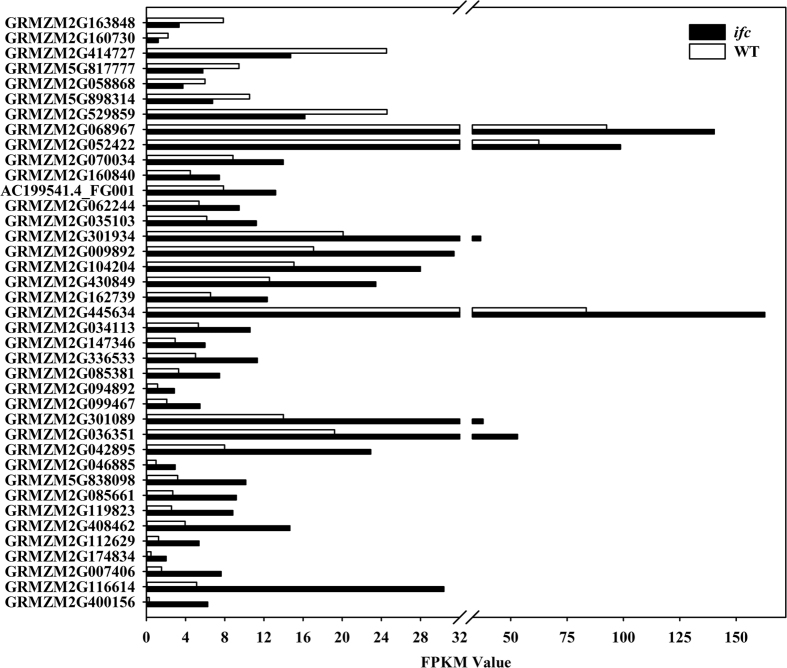
FPKM values for all 39 validated genes. “//” represents 32–33. WT, wild-type; *ifc*, *incompletely fused carpels*.

**Figure 6:**
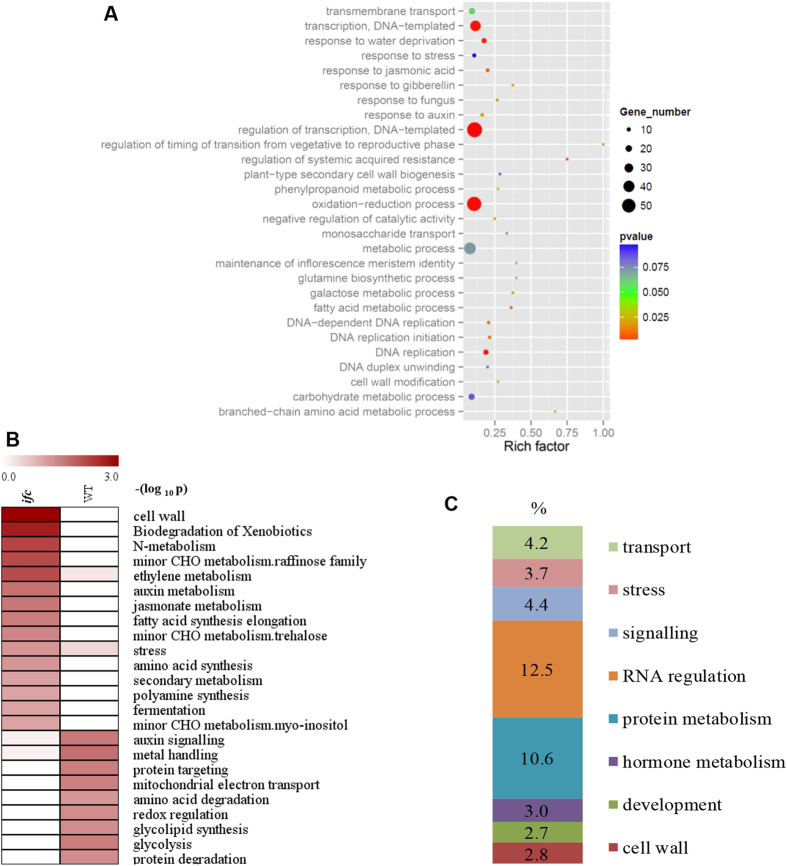
Functional category enrichment analysis of the differentially expressed genes between WT and *ifc* ovaries. (**A**) The enriched GO “biological processes” among the up-regulated genes in *ifc* ovaries. Rich factor represents the ratio of the number of differentially expressed genes over the total number of genes in the GO item. For the details of the GO enrichment analysis, see Table S9. (**B**) MapMan enrichment analysis of the up-regulated genes in *ifc* and WT ovaries. (**C**) Summary of the nine primary functional categories obtained after MapMan enrichment of all differentially expressed genes identified between WT and *ifc* ovaries. The percentage represents the ratio of the number of differentially expressed genes in each category over the total number of all enriched differentially expressed genes in the MapMan analysis. For complete information about the MapMan enrichment analysis, see Table S10. WT, wild-type; *ifc*, *incompletely fused carpels;* CHO, Carbohydrate.

**Figure 7:**
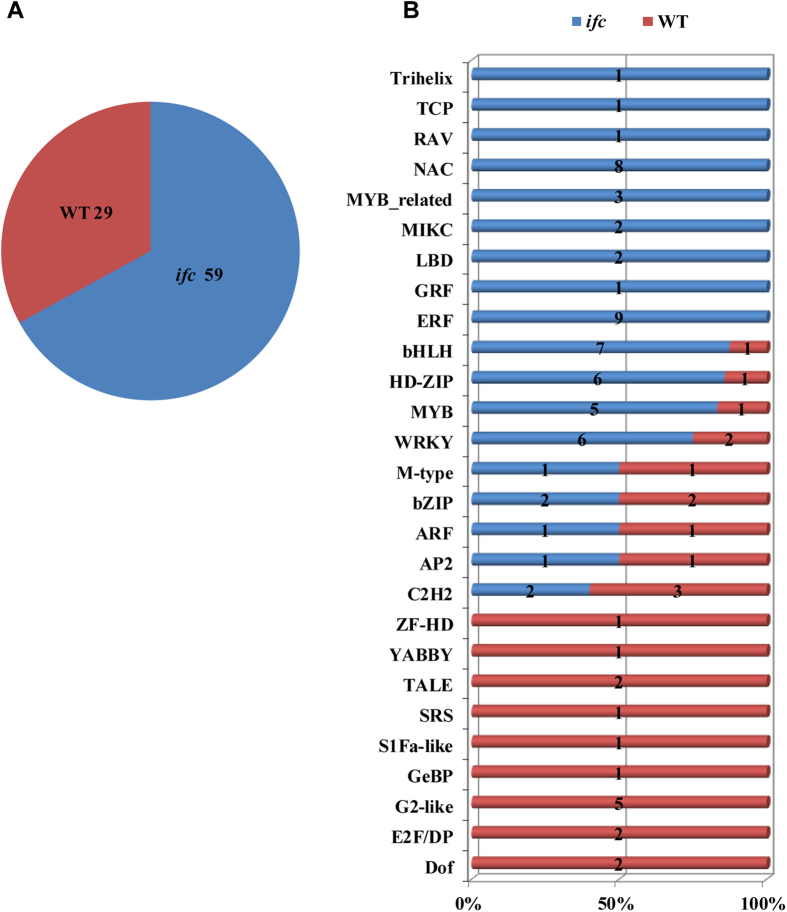
Distribution of differentially expressed TF families between WT and *ifc* ovaries. (**A**) Up-regulated TF genes in WT (red) and *ifc* (blue) ovaries. (**B**) The exact number of up-regulated genes in each family identified in WT (red) and *ifc* (blue) ovaries is shown. For detailed TF-related gene information, see Table S11. WT, wild-type; *ifc*, *incompletely fused carpels.*

**Figure 8:**
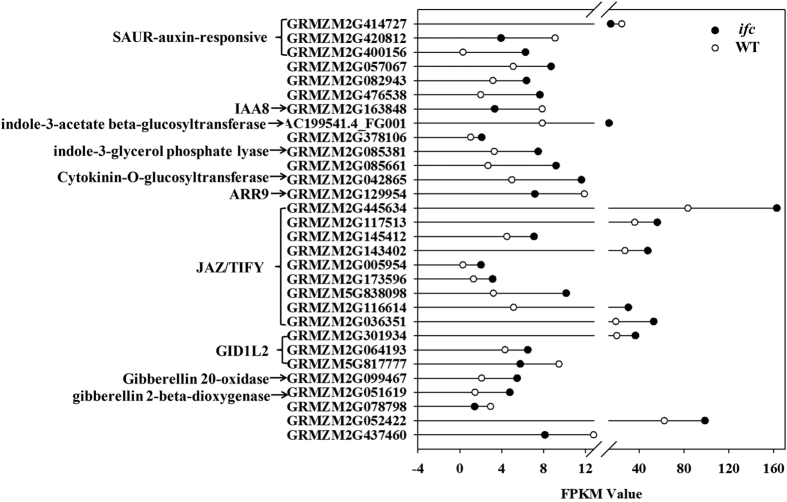
Differentially expressed genes related to hormone signaling and metabolism, with solid and hollow circles indicating gene FPKM values in *ifc* and WT ovaries, respectively. “//” indicates FPKM values from 12.8 to 13. WT, wild-type; *ifc*, *incompletely fused carpels.*

# Supplementary material for: Differential morphology and transcriptome profile between the incompletely fused carpels ovary and its wild-type in maize
**Source:** Sci Rep. 2016 Sep 2;6:32652. doi: 10.1038/srep32652
**Supplement:** Supplementary Information

Supplementary information

Differential morphology and transcriptome profile between *incompletely fused carpels* ovary and its wild-type in maize

Hongping Li^{1,+}, Yufeng Wu^{2,+}, Yali Zhao¹, Xiuli Hu¹, Jianfeng Chang¹, Qun Wang¹,
Pengfei Dong¹, Moubiao Zhang¹, Chaohai Li^{1,*}

Enhancement, Nanjing Agricultural University, Nanjing 210095, P. R. China

⁺ These authors contributed equally to this work.

Supplemental Figure Legends

Figure S1. Overview of the developmental changes in WT and *ifc* kernels. Bars =1 mm. Numbers represent days after pollination. The WT and *ifc* kernels are from the same ear at same time. Abbreviations: WT, wild-type; *ifc*, *incompletely fused carpels*.

Figure S2. Mapping statistics of the reads aligned to B73 v3 reference genome.

A, statistics of valid reads after raw reads filtered. B and C, Statistics of junction annotation in splice events (B) and splice junction (C). WT, wild-type; *ifc*, *incompletely fused carpels*. Biological replicates are indicated as -1, -2 and -3.

Figure S3. Reproducibility of RNA-Seq reads for two triplicates of the wild-type and *ifc* ovaries. Log₂(FPKM+1) of the 35,905 genes expressed in at least one of the 6 sequenced samples are shown as scatter plots and were used as input for the Spearman correlation coefficient (SCC) analysis. The red diagonal line in each scatter plot denotes equal FPKMs between two samples. Abbreviations: WT, wild-type; *ifc*, *incompletely fused carpel*.

Figure S4. Gene Ontology (GO) enrichment analysis of “biological process” among genes down-regulated in *ifc* ovaries. All the GO terms are significantly enriched. Rich factor, the ratio of significant difference gene number with the total gene number of the GO item. *ifc*: *incompletely fused carpel*.

Figure S5. Gene Ontology (GO) enrichment analysis of “cellular component” among the genes up-regulated in *ifc* ovaries. All the GO terms are significantly enriched. Rich factor, the ratio of significant difference gene number with the total gene number of the GO item. *ifc*: *incompletely fused carpel*.

Figure S6. Gene Ontology (GO) enrichment analysis of “molecular function” among the genes up-regulated in *ifc* ovaries. All the GO terms are significantly enriched. Rich factor, the ratio of significant difference gene number with the total gene number of the GO item. *ifc*: *incompletely fused carpel*.

Figure S1

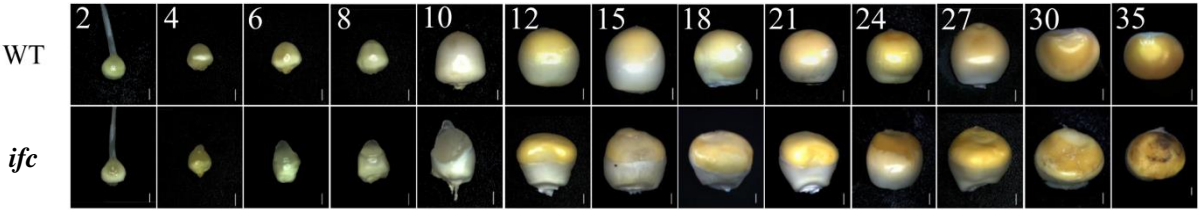

Figure S2

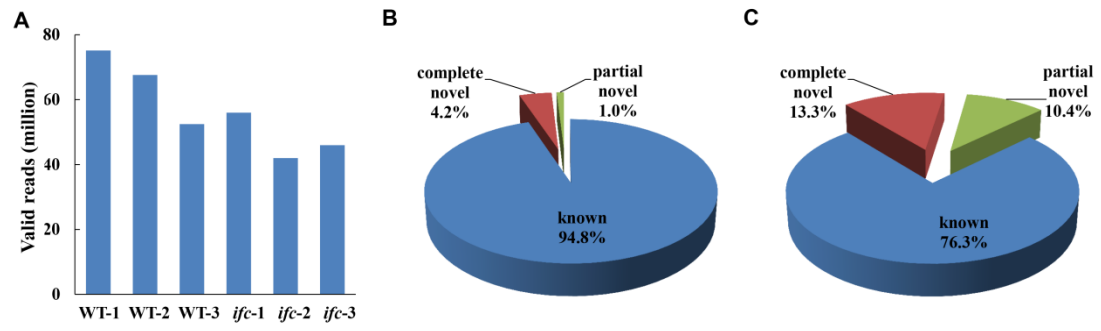

Figure S3

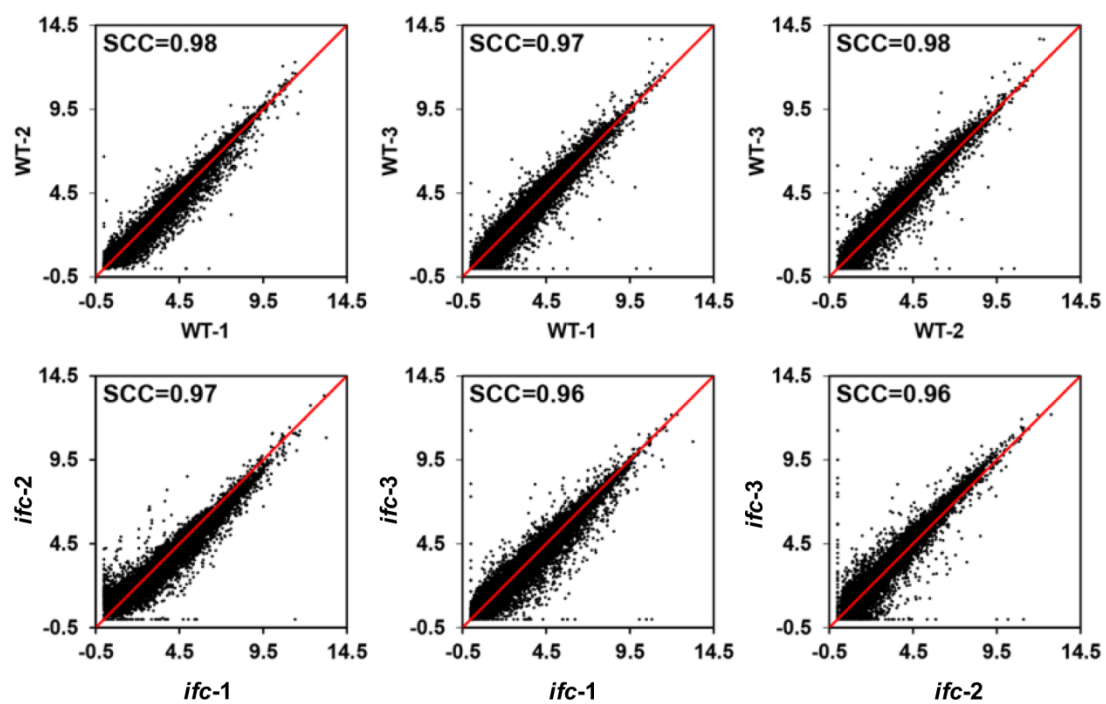

Figure S4

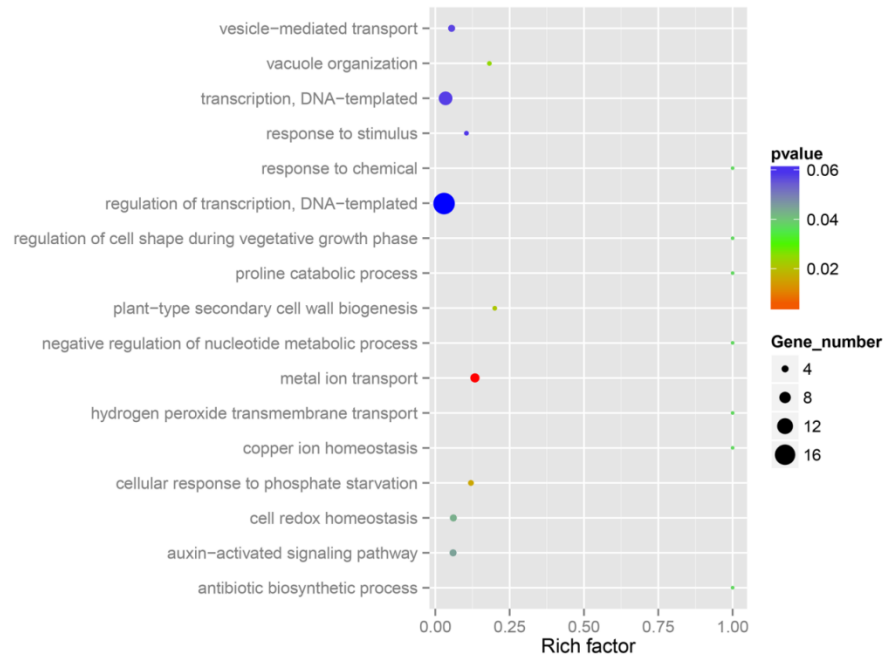

Figure S5

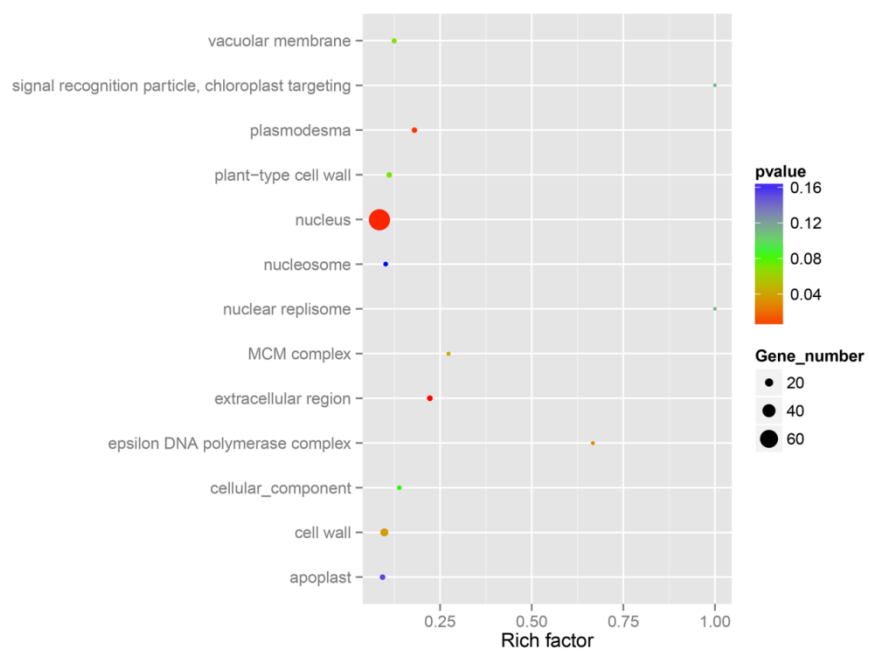

Figure S6

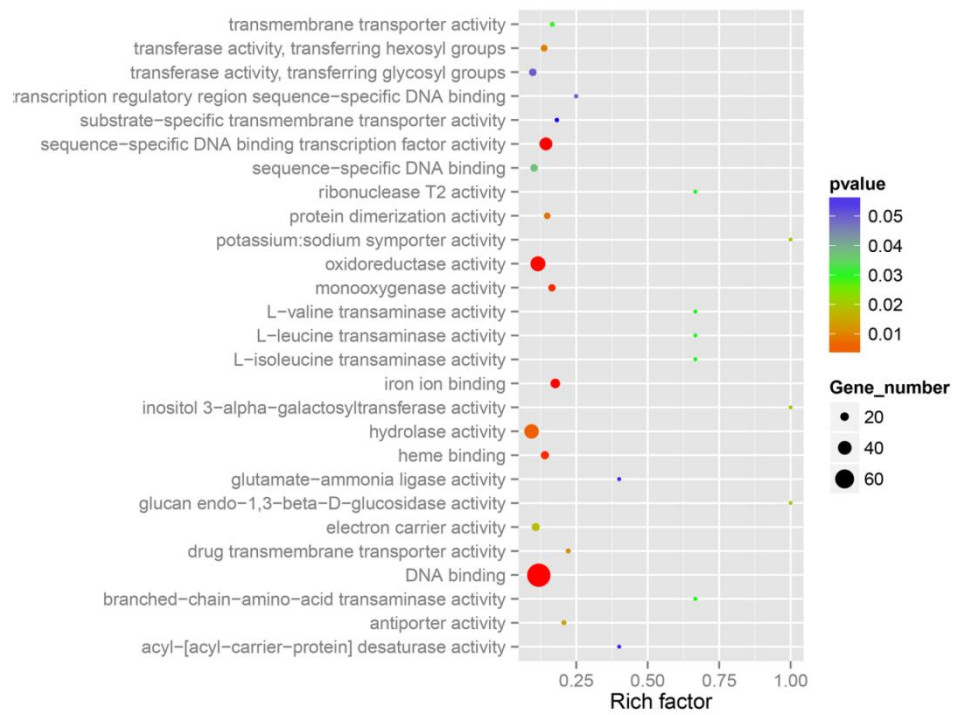

Table S1. Silk length difference of *ifc* and WT ovaries on the same part of the ear

Phenotypes	Basal	Middle	Apical
<i>ifc</i>	21.19 $\pm$ 0.78a	15.66 $\pm$ 0.38a	11.33 $\pm$ 0.43a
WT	20.73 $\pm$ 1.14a	16.15 $\pm$ 0.71a	12.21 $\pm$ 0.24a

WT, wild-type; *ifc*, *incompletely fused carpels*; Values by letter “a” are not significantly different at the 0.05 probability level.

Table S2 Hereditary analysis of pericarp integrity of an ear in different generations in maize

Generation	Total<br>plants/ears	No. of intact pericarp		No. of non-intact pericarp		Actual<br>ratio	Theoretical<br>ratio	χ^2<br>value
		kernel plants/ears		kernel plants/ears				
		Observed	Theoretical	Observed	Theoretical			
P ₁ (Yu-A474)	1545	0	0	1545	1545	-	-	-
P ₂ (Yu-B469)	1380	1380	1380	0	0	-	-	-
F ₀ (P ₁ × P ₂)	856	0	0	856	856	-	-	-
F ₀ (P ₂ × P ₁)	785	785	785	0	0	-	-	-
F ₁ (P ₁ × P ₂)	2021	2021	2021	0	0	-	-	-
F ₁ (P ₂ × P ₁)	2035	2035	2035	0	0	-	-	-
BC ₁ [(P ₁ × P ₂) × P ₁]	831	436	415.5	395	415.5	1.10: 1	1: 1	2.022
F ₂ (F ₁ × F ₁)	790	575	592.5	215	197.5	2.67: 1	3: 1	2.067

P: parent; F₀: ears of parent plants; F₁: ears of F₁ plants; F₂: ears of F₂ plants; F₂ (F₁ × F₁): [(P₁ × P₂) × (P₁ × P₂)];

$\chi^2_{0.05, 1}=3.84$.

Table S3. Summary statistics of RNA-Seq data and mapping.

Samples	Raw Data	Valid reads	Mapped reads	Unique Mapped reads	Multi Mapped reads	PE Mapped reads
WT-1	75,437,372	75,163,058	64,208,485	59,269,143	4,939,342	55,253,912
WT-2	67,864,804	67,618,892	56,445,622	50,521,007	5,924,615	47,272,352
WT-3	52,718,714	52,468,886	43,389,226	40,262,379	3,126,847	36,279,586
<i>ifc</i> -1	56,118,495	55,965,910	46,539,363	43,763,181	2,776,182	39,112,816
<i>ifc</i> -2	42,146,625	41,972,438	33,930,022	30,661,483	3,268,539	27,887,606
<i>ifc</i> -3	46,500,032	45,981,264	33,580,591	31,449,368	2,131,223	23,179,918

WT, wild-type; *ifc*, *incompletely fused carpels*; Biological replicates are indicated as -1, -2 and -3.

Table S5. Number of genes expressed at different FPKM levels in the six samples.

Samples	FPKM<2		2≤FPKM<10		10≤FPKM<100		FPKM≥100	
	#	%	#	%	#	%	#	%
WT-1	4,818	4.82	8,241	8.24	11,317	11.32	991	1.0
WT-2	5,179	5.18	8,055	8.06	11,099	11.10	1,034	1.0
WT-3	5,119	5.12	7,787	7.79	11,327	11.33	1,134	1.1
<i>ifc</i> -1	4,828	4.83	7,840	7.84	11,434	11.43	1,265	1.3
<i>ifc</i> -2	4,890	4.89	8,929	8.93	10,753	10.75	795	0.8
<i>ifc</i> -3	4,962	4.96	8,001	8.00	11,281	11.28	1,123	1.1

WT, wild-type; *ifc*, *incompletely fused carpels*; Biological replicates are indicated as -1, -2 and -3.

Table S8. Number of genes expressed in each of the samples.

Samples	Protein-coding genes	Transposable elements	Pseudogenes	TFs	miRNAs
WT-1	25,293	2,999	1,573	1,338	17
WT-2	25,331	3,000	1,573	1,339	18
WT-3	25,207	2,990	1,574	1,335	17
<i>ifc</i> -1	25,242	2,992	1,573	1,339	16
<i>ifc</i> -2	25,296	2,997	1,573	1,341	15
<i>ifc</i> -3	25,240	2,994	1,572	1,338	19

WT, wild-type; *ifc*, *incompletely fused carpels*; Biological replicates are indicated as -1, -2 and -3.

Table 12 Hypergeometric distribution analysis of differentially expressed TFs

TF family	Total TFs	No. of differentially expressed TFs	P_d	No. of up regulated TFs	P_u	No. of down regulated TFs	P_d	No. of differentially expressed genes	Total genes
Dof	37	2	0.233	-	-	2	0.233	877	25,369
E2F/DP	12	2	0.055	-	-	2	0.055	877	25,369
G2-like	37	5	0.007	-	-	5	0.007	877	25,369
GeBP	18	1	0.342	-	-	1	0.342	877	25,369
S1Fa-like	2	1	0.067	-	-	1	0.067	877	25,369
SRS	9	1	0.235	-	-	1	0.235	877	25,369
TALE	21	2	0.129	-	-	2	0.129	877	25,369
YABBY	8	1	0.216	-	-	1	0.216	877	25,369
ZF-HD	18	1	0.342	-	-	1	0.342	877	25,369
C2H2	63	5	0.045	2	0.273	3	0.199	877	25,369
AP2	11	2	0.048	1	0.268	1	0.268	877	25,369
ARF	25	2	0.160	1	0.372	1	0.372	877	25,369
bZIP	75	4	0.143	2	0.255	2	0.255	877	25,369
M-type	16	2	0.088	1	0.326	1	0.326	877	25,369
WRKY	58	8	0.001	6	0.011	2	0.276	877	25,369
MYB	82	6	0.041	5	0.090	1	0.164	877	25,369
HD-ZIP	45	7	0.001	6	0.003	1	0.331	877	25,369
bHLH	102	8	0.016	7	0.038	1	0.101	877	25,369
ERF	111	9	0.010	9	0.010	-	-	877	25,369
GRF	9	1	0.235	1	0.235	-	-	877	25,369
LBD	18	2	0.104	2	0.104	-	-	877	25,369
MIKC	25	2	0.160	2	0.160	-	-	877	25,369
MYB_related	63	3	0.199	3	0.199	-	-	877	25,369
NAC	69	8	0.002	8	0.002	-	-	877	25,369
RAV	1	1	0.035	1	0.035	-	-	877	25,369
TCP	27	1	0.374	1	0.374	-	-	877	25,369
Trihelix	40	1	0.351	1	0.351	-	-	877	25,369

P_d : p value of differentially expressed TFs; P_u : p value of up regulated TFs; P_d : p value of down regulated TFs.

Table S13. The meteorological conditions in Henan and Hainan province

Location Meteorological element		Month					Mean
		6	7	8	9	10	
Henan	Hours of illumination (h)	203.35	171.47	172.85	152.2	162.06	172.39
	Percent of illumination (%)	47.19	38.97	41.65	41.16	46.35	43.06
	Day-night temperature difference (°C)	10.75	8.19	7.87	8.83	10.31	9.19
	Mean temperature (°C)	26.28	27.38	25.95	21.27	15.78	23.33
	Precipitation (mm)	59.59	137.99	126.6	83.56	36.22	88.79
	Mean relative humidity (%)	60.13	75.13	77.42	73.65	65.9	70.45
Meteorological element		Month					Mean
		10	11	12	1	2	
Hainan	Hours of illumination (h)	195.43	183.92	176.72	180.25	148.84	177.03
	Percent of illumination (%)	53.84	54.55	51.87	52.53	45.9	51.7
	Day-night temperature difference (°C)	5.71	5.8	6.03	5.72	5.41	5.73
	Mean temperature (°C)	26.22	24.36	22.12	21.25	22.25	23.24
	Precipitation (mm)	267.81	68.05	18.54	6.61	14.2	75.04
	Mean relative humidity (%)	77.19	73.23	70.84	74.26	78.16	74.74

These data was downloaded from:

<http://www.escience.gov.cn/metdata/page/index.html>

How the deposited data were processed for this re-analysis (not part of the article)

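RNA-seq of maize ovaries compared 3 libraries of *ifc* ovaries with 3 libraries of WT ovaries. Per the authors, ribosomal RNA was removed, strand-specific libraries were sequenced as paired ends, reads were trimmed with Trimmomatic and aligned with TopHat2 to B73 RefGen_v3, and reads in exons were kept with BEDTools. FPKM values were made by the authors with Cufflinks and Cuffdiff from the exonic reads pooled per phenotype, with corrections for multi-mapped reads and fragment bias and with quartile normalization. The ratio (fold change) in the deposited table is the authors' FPKM of *ifc* divided by that of WT. The log2 values in the deposited table are the authors' log2 of that ratio. The p-value and the q-value were made by the authors with Cuffdiff, the q-value being the adjusted p. The smallest p is 5e-05, shared by 169 rows. The paper states that FPKM was recalculated from the pooled reads. Whether the libraries entered the Cuffdiff test behind the p-values singly or pooled is not stated in its text. The depth per library is given by the paper as mapped reads (33580591 to 64208485). The deposited table has FPKM and no counts, so no counting interval was computed, and its 25368 rows were used as they stand, without an added filter.

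Folds and log2 ratios were computed from the pooled FPKM, and rows were called with a fold change above 1.5, the authors' p under 0.05 and an FPKM above 2 in *ifc* or WT. Medians of gene lists used log2 of FPKM + 1. For each of 31 lists, the median of its members was compared with 10000 random lists matched on deciles of mean expression, and called members were tested with a one-sided Fisher's exact test, adjusted by the Benjamini-Hochberg method over the 30 lists with at least 5 members. The list of organelle-encoded genes had 0 members in the table. Members were found by the *Arabidopsis* symbol or the description in the table. TF families were tested in the same way in each direction against the rows with an FPKM above 2, with adjustment over families of at least 5 such rows, and GO terms with at least 10. Counts adjusted over the list alone use the authors' p-values.

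Values per library come from the held part of the paper's Table S4, which has 1996 genes on chromosome 1, of which 1418 could be joined to the deposited table and 61 of these are called there. They were tested with limma-trend on log2 of FPKM + 1, two-sided, with adjustment over the 1212 genes with a mean FPKM above 2 in a phenotype. No set test was run on this part. In it, the median ratio of the pooled FPKM to the mean of the libraries was 0.996 in WT and 0.984 in *ifc*. The pairing of replicates was checked by the correlation across genes of each library's deviation from its phenotype's mean. It was 0.40, 0.25 and 0.33 for libraries of the same replicate number and ran from -0.480 to 0.0757 for libraries of different numbers, so the replicate number was used as a block in an alternative.

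The lists, the comparisons, the alternatives and the rule for named genes were set before the data were examined, apart from the GO test and 9 alternatives, while values in the paper's Tables S7, S11 and S14 and in parts of S4 and S6 had been seen. The tests on called members count nearly the same calls as Table S7, so their p-values are not independent of what had been seen. The rule takes the 10 largest rises and 10 largest falls by log2 of FPKM + 1 among called genes with a description or *Arabidopsis* match, the genes the paper names or draws in Fig. 8, and up to 4 members of each list with the largest absolute log2 fold among those called. Other genes are said to be chosen after their values were seen or because of them. Where a gene has more than 1 row, the row with the higher mean FPKM stands for it in the alternatives per gene.

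The procedures were tested on simulated data. With 200 of 1212 genes changed, limma recovered 83 at 1.5-fold, 168 at 2-fold and 196 at 4-fold, with 1, 9 and 10 false calls. Of 100 unchanged lists, 4 fell outside the random range, and of 100 lists shifted by 0.2 on the log2 scale, 93 did. The simulated genes varied independently, so these rates do not carry over to lists whose members vary together. In all, 45 alternatives were planned. The transposable element counts, the morphology and the mapping of reads were left out, since the table holds no values for them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and limma 3.58.1 in R 4.3.3.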

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

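The tests on scaling, dividing cells, the ovule list and short loci were chosen after the results they bear on were seen, and those on histone H4 copies and on single ears before, except that the limit of 2 ears was set after. The paper's text does not name these gene groups, though it discusses cell wall biosynthesis and stress-related genes in general and its GO and MapMan tables list terms such as phenylpropanoid metabolism, arabinogalactan proteins and heat, and each was singled out because its median log2 ratio of FPKM + 1 lay outside the range of random lists of like expression.

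Core and linker histones were higher in *ifc* ovaries (median log2 ratio 0.20), along with the DNA replication genes that the paper does discuss (0.21). Reads shared among near-identical H4 copies do not account for the whole list, since the 51 histone rows without H4 had a median of 0.11, above the upper limit of 0.06. All 15 H4 rows were higher in *ifc* (median 0.72). Sharing moves reads among copies, so it would not by itself raise all of them. It may spread a rise of some copies over others. How many of the 6 called rows, which are all H4, rose on their own therefore stays open. A larger share of dividing cells in the *ifc* ovary may account for both groups and stays open, since the 25 A- and B-type cyclins, B-type CDKs and mitotic kinases had a median of 0.033 (17 higher, 1 called), with a bootstrap range (-0.0030 to 0.19) that overlaps that of DNA replication (0.09 to 0.34). Cytosolic ribosomal proteins, listed as a sign of RNA quality, moved the same way (median 0.17, 154 of 183 higher), and so did the epidermis and cuticle list (0.094), so a wider shift from RNA quality or tissue make-up was not tested and stays open.

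Genes of abaxial and adaxial fate were lower in *ifc* ovaries (median -0.33, 27 of 28 lower). A single scaling factor moves all genes alike and so cannot set both this fall and the DNA replication rise, whose medians are 0.54 apart. The bootstrap range of this gap (0.40 to 0.68) resamples genes of lists already seen to differ, so it does not measure variation between ears. One factor would also move random lists alike. The DNA replication median lay above their upper limit of 0.036 and the fate median below their lower limit of -0.11. This argues against a factor behind the distance of either list from other genes. For the 4 members held in the Table S4 part the values argue against 1 ear alone setting the direction, since their median log2 differences were -0.32, -0.57 and -0.24 in the 3 ears. The bootstrap upper limits were below 0 in 2 ears (-0.22 and -0.21). They resample the 4 genes within an ear, and each limit is the highest of the 4 values. These limits therefore do not measure variation between ears. The third limit, 0.82, is the value of GRMZM2G167824, with 0.123 FPKM in WT-3, and the other 3 members, among them the *CRABS CLAW* match GRMZM2G088309 (-0.24, -0.59 and -0.48), were lower in all 3 ears. A single ear stays open for the 24 members without values per library. A smaller share of carpel wall against ovule tissue may account for the fall and stays open, since the ovule list, with 6 genes, had a median of -0.11 at percentile 17.0, in neither tail, and a change in how the faces of the carpel form was not tested.

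A single row of GRMZM2G070931 had 877143 FPKM in WT and was listed at 0 in *ifc*. It was singled out because the paper does not discuss it and it exceeds 10000 FPKM, a level chosen after the values were seen. It is among 4 rows listed at 0 in one phenotype and above 100 FPKM in the other, with GRMZM2G344566, GRMZM2G090043 and zma-MIR159e, and the smallest p of the 4 in the authors' deposited table is 0.167. Unstable FPKM of short loci may account for them and stays open, since their median span of 1610.5 bases lies between the 5th percentile (877 bases) and the 25th (2110 bases) of all rows. In the values per library, GRMZM2G344566 had 945, 1490 and 0 FPKM in WT and 0 in each *ifc* library.

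GRMZM2G386811, also above 10000 FPKM and not discussed by the paper, had 27795.9 FPKM in *ifc* and 6431 in WT, 4.32-fold higher, with p = 5e-05 in the authors' deposited table. Arabinogalactan proteins had a median of 0.27. Cellulose and hemicellulose synthases had a median of 0.11. Phenylpropanoid and lignin genes had a median of 0.10. The heat shock list had a median of 0.053. The epidermis and cuticle list is a marker of another tissue layer.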

How the results depend on the processing

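The settings named at the end of this part were added after the values were seen, and all others before. Of 45 alternative settings set out in advance, those that need replicates in the deposited table (leaving out replicates and blocking for the counts of called genes and TFs) could not be run on it and were run on the Table S4 part. Mapped reads were fewer in *ifc* than in WT libraries (33580591 to 46539363 against 43389226 to 64208485), and the deposited table gives no counts, so the depth behind a single FPKM is unknown. Apart from the named genes, 566 of 640 alternative values were taken as the same. For list medians and tests on called members this means the same direction and side of the threshold. For counts it means a change of at most 1.5 times, such as 203 down-regulated rows with the fold from FPKM + 1 against 285. Of the rest, 18 fell short of the threshold, 3 newly passed it, 53 counts changed by more than 1.5 times and 0 turned direction. Of 176 alternatives for list medians, 168 kept their direction and their side of the threshold. Of 292 for the tests on called members, 279 kept their side, and 13 fell short. With FPKM over 10, which leaves fewer genes, these were the rises of water deficit (adjusted p 0.402), benzoxazinoid (0.402), auxin (0.270) and gibberellin genes (0.656) and the falls of abaxial and adaxial genes (0.294, median -0.31). By *Arabidopsis* symbol alone they were the rises of histones (1), xyloglucan and pectin enzymes (0.331) and gibberellin genes (0.759), and the last also fell short without a minimum FPKM (0.0585) and with 1 row per gene ID (0.0513). With the fold from FPKM + 1, which shrinks folds of genes with a low FPKM, the rises of gibberellin genes (0.145) and the falls of carpel regulators (0.0885) and of abaxial and adaxial genes (0.237) fell short. Jasmonate synthesis (0.09), heat shock (0.03) and Aux/IAA genes (-0.07) were inside the random range without a minimum FPKM, and Aux/IAA genes also at FPKM over 10 (-0.12) or by *Arabidopsis* symbol alone (-0.09). SAUR genes were below it without a minimum (-0.08) and at FPKM over 10 (-0.24), as were type-A response regulators there (-0.22). For 115 named genes, 959 alternatives gave 752 values on the same side, 183 that fell short, 1 that newly passed and 23 that turned direction. The cause was not tested unless the setting itself shows it, as a stricter threshold or fewer libraries do.

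With an adjusted p under 0.05, 267 genes were called (211 up, 56 down), 28 TFs (23 up, 5 down), 2 TF families up, 13 genes of Fig. 8 (12 up, 1 down) and 2 candidate TFs (2 up, 0 down). With a fold over 2, 287 genes were called (230 up, 57 down), 26 TFs (24 up, 2 down), 1 TF family up and 17 genes of Fig. 8 (14 up, 3 down). With FPKM over 10, 455 genes (298 up, 157 down) and 44 TFs (27 up, 17 down) were called. With the fold from FPKM + 1, 17 TFs and 0 candidate TFs were down-regulated. In limma, the replicate block gave 8 calls and 142 genes at p under 0.05, and of the named genes it newly passed GRMZM2G165919 (adjusted p 0.0327). Without an FPKM minimum 1 gene was called. Leaving out a replicate or a library gave 0 to 8 calls, 40 to 111 genes at p under 0.05 and 26 to 47 study-called genes at p under 0.05. There were 0 calls without replicate 2 or ifc-2, 7 without replicate 3 and 8 without WT-3. GRMZM2G174708 was not called without replicate 2 or ifc-2 (adjusted p 0.448 and 0.0800), nor GRMZM5G845611 without replicate 1, replicate 2, WT-1, WT-2 or ifc-2 or without a minimum (0.0712 to 0.647).

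At the same total FPKM, which the row of GRMZM2G070931 sets, 1169 genes were up and 16 down, 104 TFs up and 0 down, 3042 rows in *ifc* were under 2 FPKM, and 2033 in *ifc* and 738 in WT were at 100 or more. The log2 ratio of these genes turned positive: GRMZM2G045057 0.47, GRMZM2G056400 0.44, GRMZM2G058868 0.44, GRMZM2G061101 0.41, GRMZM2G076272 0.44, GRMZM2G078798 0.070, GRMZM2G088309 0.67, GRMZM2G088783 0.50, GRMZM2G092968 0.24, GRMZM2G107377 0.44, GRMZM2G107645 0.28, GRMZM2G108798 0.48, GRMZM2G111146 0.51, GRMZM2G129954 0.39, GRMZM2G160730 0.25, GRMZM2G167824 0.27, GRMZM2G175827 0.50, GRMZM2G351232 0.066, GRMZM2G414727 0.39, GRMZM2G437460 0.47, GRMZM2G529859 0.52, GRMZM5G817777 0.41, GRMZM5G898314 0.48. Without that row, an alternative added after the values were seen, 525 genes were up and 359 down. One row per gene ID, another GO background, the fold from FPKM + 1 for the tests on called members and TF rows as background were added as well, and with the last 1 TF family was up.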

Differences from the paper's values

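The test of GO terms and the TF rows as background were added after the values were seen, and the other comparisons in this part were chosen before.

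The paper's text counts 22 qRT-PCR genes with a significant difference, and 37 of the 39 genes have p under 0.05 in its Table S14; no alternative set before the data were examined bears on this count. The paper's text counts 35905 genes in Table S4, and 1996 of them, all on chromosome 1, were at hand, which is a part of the table and not another value for it. For the paper's count of 877 called genes, the value here is 876 at the same criteria. It differs by more than 1.5 times only with an adjusted p, a fold over 2 or an FPKM over 10, and the up- and down-regulated counts do so also at the same total FPKM. The paper's 88 TFs were found here, and their count differs in this way at the same 3 settings. The gene of Table S7 that is not called here is GRMZM2G369803, with 0.807 FPKM in *ifc* and 0.213 in WT. No setting run with an FPKM minimum calls it. The paper gives 25369 expressed genes, and the deposited table has 25368 rows.

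The paper states that 37 qRT-PCR genes had the RNA-seq direction, and 34 of 39 did here, under each alternative with all 39 genes. The paper's results section gives the cytokinin-O-glucosyltransferase as down-regulated and its discussion as up-regulated, and GRMZM2G042865 was 2.34-fold higher in *ifc*, as in the discussion. The discussion counts its C2H2 candidate, which is GRMZM2G058868, among TFs that were higher in *ifc*, while it was 1.60-fold lower. The other NAC, bHLH and MYB genes it names were higher here too, though the MYB gene GRMZM2G160840 was lower in the paper's qRT-PCR (log2 ratio -0.89).

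Of the paper's TF families past p 0.05 in either direction, which number 10, 8 were found here, and 7 with all rows as background, as in the paper. With a fold over 2, 5 families passed, and of these only NAC and bHLH are among the paper's, and against TF rows 4 passed. AP2 and C2H2 were not among the 8, and RAV, with 1 row, was not adjusted. Of the families the paper gives as up-regulated, NAC, HD-ZIP, ERF and WRKY passed after adjustment (NAC alone against TF rows) and bHLH did not, and the G2-like family passed among the down-regulated. For GO terms the paper gives a threshold of p under 0.05 from Fisher's exact test and names no adjustment. It reports cell wall and stress response among the GO terms of up-regulated genes. These had adjusted p-values of 0.0659 and 0.779 here from Fisher's exact test, and 0.00156 and 0.0737 without adjustment, so cell wall passed at the paper's threshold. DNA binding, DNA replication, nucleus and water deprivation passed after adjustment. For down-regulated genes it reports DNA binding, regulation of transcription and metal ion transport. These terms had adjusted p-values of 0.244, 1 and 0.130 from the same exact test. Without adjustment the p-values were 0.000958, 0.0136 and 0.000146, so each term passed at the paper's threshold. The paper reports ethylene and jasmonate metabolism as over-represented by MapMan. The lists of these pathways did not pass here (0.260 and 0.314, exact tests), while the jasmonate list's median was above the random range with an FPKM minimum and inside it without.

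The discussion counts more up-regulated JAZ1/TIFY10A homologs than the 4 that have this match among the called genes. The paper's text names indole-3-glycerol phosphate lyase (GRMZM2G085381) for auxin conjugation, and enzymes of this name act in benzoxazinoid synthesis. It groups the gibberellin 2-beta-dioxygenase GRMZM2G051619 with biosynthesis, and enzymes of this name inactivate gibberellin. It relates GRMZM2G160840 to MYB21, and the match in the table is MYB78. In Table S5, the paper's percents for FPKM under 2 run from 4.82 to 5.18, while its counts give 19.0% to 20.4% of the genes, and its percents over all classes add up to 25.3 to 25.4.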

Other observations

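The tests on chromosome position, on the paper's TF family table, on other splits of the libraries and on the order of the qRT-PCR ratios were chosen after the results were seen, and the genes in the next paragraph after their values were seen.

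Matches of *LBD18*, a gene of lateral organ boundaries, were 2.34-fold (GRMZM2G110913, 18.3 FPKM in *ifc* and 7.82 in WT) and 2.79-fold higher (GRMZM2G150594, 4.68 and 1.68 FPKM). The growth-regulating factor match GRF5 (GRMZM2G105335) was 1.58-fold higher. Matches of the cold and drought regulators CBF3 (GRMZM2G380377, 24.3 and 13.7 FPKM) and CBF2 (GRMZM2G137341, 6.47 and 4.06 FPKM) were higher in *ifc*. A match of *SHI*, whose family promotes style and stigma growth, was 1.56-fold lower (GRMZM2G108798, 10.3 and 16.1 FPKM), and so were the homeobox gene matches *BREVIPEDICELLUS* (GRMZM2G061101, 1.64-fold) and *ATH1* (GRMZM2G076272, 1.61-fold).

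The fullest 5 Mb window, on chromosome 10 from 2482807 to 7482807, held 12 called genes (7 up) of 87 with an FPKM above 2. Permuting the calls over such genes gave a median of 13 and an upper limit of 17 for the fullest window (p = 0.816, 1000 permutations). WT and *ifc* ovaries came from the same ears of an inbred line, so a linked region is not expected to differ between them. The window test therefore cannot bear on linkage.

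In limma, WT against *ifc* gave 2 calls, and of the 10 splits of the 6 libraries into equal groups 1, the real one, gave as many, with a highest of 1 among the others. With 10 splits the share is never under 0.1. At p under 0.05 without adjustment the real split gave 93 genes and the highest other, WT-1 with ifc-1 and ifc-2, gave 142. Over the 4 splits that part all 3 pairs and with the replicate block, the real split gave 8 calls and the highest other 0, and 142 against 70 genes at p under 0.05 without adjustment.

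The p-values of the paper's TF family table were compared with the hypergeometric distribution. All 63 equal its point probability to the printed digits, and 4 of 63 equal its tail probability. By the tail, 7 families have p under 0.05 in either direction, and by the paper's values 10.

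Across the 39 qRT-PCR genes, the RNA-seq and the paper's qRT-PCR log2 ratios had a Pearson correlation of 0.946 and a Spearman correlation of 0.9998 (permutation p = 1e-05 for both, the smallest they can give). These are across genes, which are not independent replicates. Of 741 pairs of genes, 1 was ordered differently by the 2 methods. There were 3 pairs of genes whose qRT-PCR ratios in the paper's table are reciprocal within 1e-04 on the log2 scale, at log2 sizes of 5.22, 2.38 and 1.26.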
